# A method for temporal-spatial multivariate genomic analysis of acute wound healing via tissue stratification: a porcine negative pressure therapy pilot study

**DOI:** 10.3389/fmmed.2023.1195822

**Published:** 2023-08-31

**Authors:** Jacob G. Hodge, Sumedha Gunewardena, Richard A. Korentager, David S. Zamierowski, Jennifer L. Robinson, Adam J. Mellott

**Keywords:** genomics, negative pressure wound therapy, porcine model, wound healing, incisional wounds, bioinformatics

## Abstract

**Introduction:** Wound therapies are capable of modulating the complex molecular signaling profile of tissue regeneration. However traditional, bulk tissue analysis results in nonspecific expressional profiles and diluted signaling that lacks temporal-spatial information.

**Methods:** An acute incisional porcine wound model was developed in the context of negative pressure wound therapy (NPWT). Dressing materials were inserted into wounds with or without NPWT exposure and evaluated over 8-hours. Upon wound explantation, tissue was stratified and dissected into the epidermis, dermis, or subcutaneous layer, or left undissected as a bulk sample and all groups processed for RNAseq. RNAseq of stratified layers provided spatial localization of expressional changes within defined tissue regions, including angiogenesis, inflammation, and matrix remodeling.

**Results:** Different expressional profiles were observed between individual tissue layers relative to each other within a single wound group and between each individual layer relative to bulk analysis. Tissue stratification identified unique differentially expressed genes within specific layers of tissue that were hidden during bulk analysis, as well as amplification of weak signals and/or inversion of signaling between two layers of the same wound, suggesting that two layers of skin can cancel out signaling within bulk analytical approaches.

**Discussion:** The unique wound stratification and spatial RNAseq approach in this study provides a new methodology to observe expressional patterns more precisely within tissue that may have otherwise not been detectable. Together these experimental data offer novel insight into early expressional patterns and genomic profiles, within and between tissue layers, in wound healing pathways that could potentially help guide clinical decisions and improve wound outcomes.

## 1 Introduction

Skin, the largest organ of the human body, serves as an external barrier from the outside elements and provides protection from external insults (Shaw and Martin, 2009). Therefore, a wound can be defined as any injury that results in damage or disruption of the epidermal skin barrier and can often result in exposure of the deeper tissue structures to the outside elements (Shaw and Martin, 2009). Our bodies utilize a natural feedback loop to counteract and repair “open” wounds in order to “close” them and restore the epidermal barrier and protect deeper tissue structures, a process known as acute wound healing (Reinke and Sorg, 2012; Eming et al., 2014). Acute wound healing is an intricate compilation of diverse signaling cascades continuously providing both local and systemic feedback to ensure appropriate progression through the phases of wound healing (Reinke and Sorg, 2012; Eming et al., 2014). Acute wound healing involves multiple cell/tissue types and an intricate balance of dynamic molecular signaling cascades that are continuously changing as the wound tissue evolves. Thus, the ultimate goal of acute wound healing is to reestablish anatomical and functional homeostasis of the injured tissue.

To this day, there is no singular wound care intervention proven most effective for all wounds. However, application of a diverse array of wound dressing materials are often utilized and considered the mainstay of wound care (Dreifke et al., 2015; Hodge et al., 2022). One innovative therapy, that is, widely utilized clinically is negative pressure wound therapy (NPWT), which been shown to modulate the wound healing response for a number of applications, including skin grafting, surgical, traumatic, burn, orthopedic, and diabetic wounds (Argenta and Morykwas, 1997; Morykwas et al., 1997; Agarwal et al., 2019; Norman et al., 2022). NPWT involves the insertion of an open-reticulated biomaterial foam dressing into the wound, such as the polyurethane-derived GranuFoam™, coverage with a semi-permeable adhesive film, and application of subatmospheric pressures (typically 125 mmHg), via a vacuum pump, to mechanically compress the foam and subsequently decrease the wound site volume (Morykwas et al., 2006).

Overall, NPWT is well known for its ability to modulate wound healing, with clinically documented outcomes of increased rates of neovascularization, matrix production, and granulation tissue deposition, paired with augmentation of the immune response and decreases in bacterial burden (Morykwas et al., 2006; Normandin et al., 2021). A number of suggested mechanisms are associated with how NPWT exerts its effects, including the mechanical decrease of interstitial pressure via fluid egress from the wound site, the enhancement of tissue perfusion and oxygenation, and induction of mechanotransductive or foreign body responses to promote granulation tissue production (Morykwas et al., 2001; Morykwas et al., 2006; Agarwal et al., 2019; Hodge et al., 2021; Normandin et al., 2021). Additionally, recent alterations to the NPWT system have been investigated including the use of different foam materials and application of instillation devices, which has further increased the widespread implementation of NPWT as an adjuvant therapy for a variety of tissue ailments (Kim et al., 2020). Notably, the application of NPWT has also demonstrated the capacity to prepare surgical site tissue with improved grafting outcomes and decreased long-term scarring (Gupta, 2012; Webster et al., 2014). Thus, NPWT can potentially modulate the wound healing response in a number of ways and for a number of different tissue types. Yet, the dynamic mechanism(s) of how NPWT exerts its lasting effects within defined temporal and spatial confinements, remains unresolved. More specifically, it is not fully understood how different NPWT iterations and dressing material properties modulate the initial wound healing response, how these initial responses have resonating/cascading effects on wound healing several days later, what specific cells and signaling process are involved acutely, and where the key cell populations involved in the signaling are localized within the wound tissue.

The interconnected and overlapping nature of wound healing results in a complex array of molecular signaling cascades that varies amongst wound types. Notably, the topographical, architectural, and biological profile of the wound extracellular matrix (ECM) is known to modulate the wound healing process (Reinke and Sorg, 2012; Eming et al., 2014). Similarly, initial interactions between cellular populations and wound dressings properties are critical to the overall progression of the regenerative process, with different material compositions and structural formulations known to modulate cellular activity and gene expression profiles (Thevenot et al., 2008; Boehler et al., 2011; Andorko and Jewell, 2017; Jang et al., 2019). Thus, understanding how interventional wound therapies are capable of modulating wound healing at a molecular level within specific, defined regions of tissue remains a critical area of research for advancing wound therapies. Moreover, investigative new technologies to improve our current understanding of the physiological wound response will ultimately aid in the advancement of effective and targeted wound therapies. To date, wound analyses have exclusively evaluated gene expressional profiles of whole wound isolates/biopsies that compile all/multiple layers of skin tissue into one bulk sample set (Derrick and Lessing, 2014; Ma et al., 2016; Brownhill et al., 2021). Although this methodological processing has yielded large amounts of valuable information, it is limiting in its current form due to the diversity of signaling within different layers of wound tissue.

In this methodological study, a “proof-of-concept” design for a new *in vivo* porcine model is developed for screening acute wound healing interactions with different treatments and dressing materials. Due to the acute nature and interest in understanding initial wound responses, an incisional model was utilized. To provide context within this study NPWT (i.e., Granufoam™ with 125 mmHg vacuum) was utilized as the treatment group and compared to untreated control healing (i.e., no dressing insert or vacuum) within 8 h. Uniquely, this new methodology allows for the capacity to assess both the temporal and spatial components of wound healing within defined regions of the wound tissue due to the unique design, processing, and analyses. Whereas previous techniques utilize “bulk” biopsies and explanted tissue samples to perform gene expression analysis on entire wound samples, this study stratifies the skin into its three component parts, the epidermis, dermis, and subcutaneous layers. Thus, our new methodology demonstrates the capacity to potentially differentiate within sample sets and perform inter- and intra-skin layer comparisons with multivariate analyses, which offers a new perspective to view wound healing. NPWT has been shown to effect a number of processes; however, there is still much to be understood into when, where, and how it acts on specific cell populations within wounds in order to further advance its therapeutic benefits. We hypothesized that a number of critical wound healing pathways traditionally seen are likely coming from a distinct layer of skin tissue, whereas there may also be never before seen acute signaling pathways revealed due to being previously “washed out” by other layers during “Full/Bulk” tissue analysis.

## 2 Materials and methods

### 2.1 Animals

Animal studies were approved by the University of Kansas Medical Center (KUMC) Institutional Animal Care and Use Committee (IACUC) under animal care and use protocol (ACUP) #2019-2535. Two female 4-month-old miniature Yucatan pigs weighing 30–40 kg were procured from Sinclair Bio-resources (Auxvasse, MO), and allowed to acclimate for 14 days in an AAALAC accredited facility at KUMC. Animals were provided with food, water, and social enrichment *ad libitum*.

### 2.2 Surgery and sample collection

Surgeries were performed on each animal on separate days. Animals were placed under general anesthesia and ophthalmic lubricating ointment was placed to protect the eyes. The animals were prepped with three alternating scrubs of betadine and alcohol. A sterile surgical drape was placed over the animal, except for where the surgical procedure would be carried out. A custom 3D-printed acrylonitrile butadiene styrene stencil was prefabricated and used to appropriately mark the incision sites and dressing borders for the animals in a consistent manner prior to surgery. Additionally, custom designed scalpel guides were prefabricated that allowed for control of incisional depth and a double-scalpel guide was used to control the width and depth of the wound explants. Incisions were cut to a depth of 1.5-cm and a length of 2-cm. A 4 × 4 incisional array was inflicted, with the four columns representing 0-, 2-, 4-, and 8-h timepoints of explantation, and the four rows representing (dorsal to ventral) control (no dressing insert), Owen’s Rayon, GranuFoam™ (Kinetic Concepts Inc. [KCI] an Acelity company, San Antonio, TX), and polycaprolactone electrospun mesh dressings (Supplementary Figure S1). Only the 0-h and 8-h GranuFoam™ and control wound samples are discussed in this study to demonstrate “proof-of-concept”. A 2-cm × 2-cm × 0.5-cm (thick) piece of each of the three respective dressing materials were inserted in the appropriate wounds for each timepoint. Followed by placement of a Prevena foam over the top of each wound column/timepoint to bridge the dressing materials. The Prevena foams were connected to a vacuum system and set at a constant 125 mmHg for the duration of each listed timepoint. The right side of each animal received vacuum, whereas the left side of each animal served as a non-vacuum control but did have a Prevena placed over the top of each wound column. With the exception being the time 0-h columns, which were immediately processed.

At each respective timepoints, the double-scalpel guide was used to cut one long strip (entire wound column) and the predetermined depth of 2 cm. Wound explant was immediately processed, and the four treatment groups (rows) were separated, followed by further separation of each individual sample (row). Each 2-cm incisional wound was immediately processed in the operating room by a surgical assistant and cut into four equally-sized sections (5-mm thick) to allow for four different analytical approaches, including RNAlater (Sigma-Aldrich) preservation for future genomic experiments (Figure 1). The newly inflicted wound on the animals, due to wound explants, were packed with surgical gauze and compressed by hand until bleeding ceased. For RNA sample processing, wound samples were bisected in-line with the incision to generate two mirror halves of the wound and refrigerated at 4 °C in RNAlater for 24 h, followed by storage at −80°C. Animals were euthanized while under deep general anesthesia via exsanguination. A photographic overview of the experimental surgical procedure is depicted in Supplementary Figures S1A–K.

**FIGURE 1:**
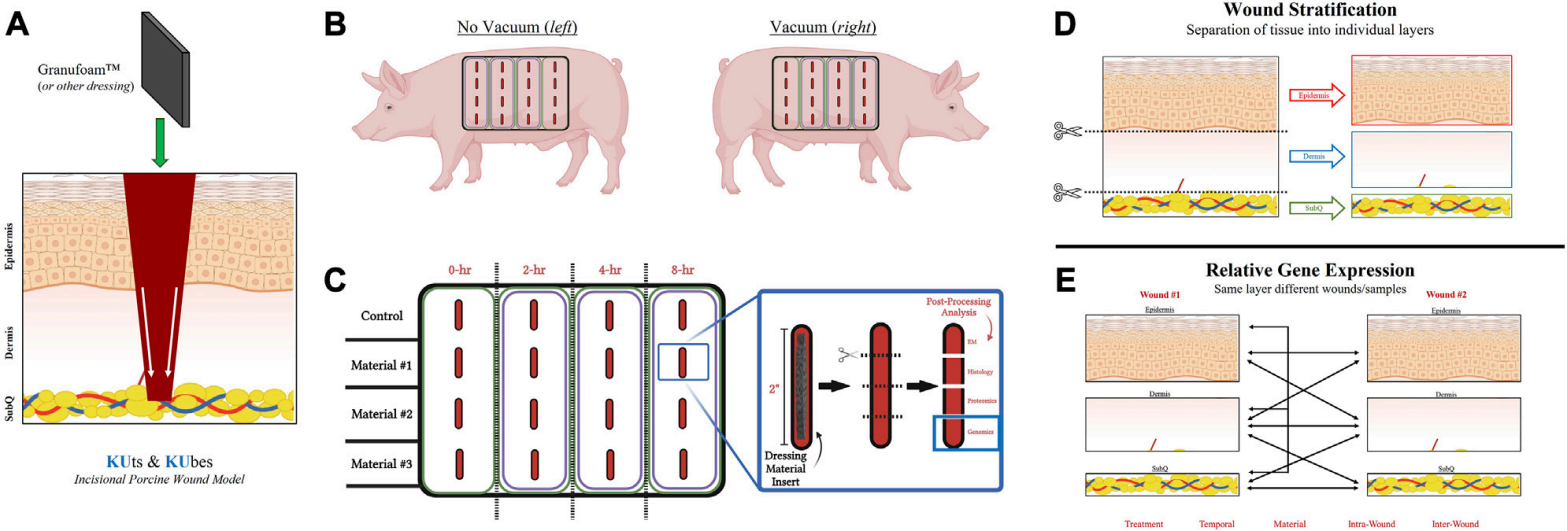
KUts and KUbes Incisional Porcine Model Experimental Design. **(A)** A schematic overview of the incisional porcine wound model depicting the incision depth and insertion of dressing material. **(B)** Overall layout of the 4 × 4 array of incisions on each side of the animals, with one side receiving NPWT. **(C)** Demonstration of the tissue processing and how wound explants would be analyzed. Different materials were inserted into different rows on the animals and at each respective timepoint the column was collected as a strip of tissue, cut into four pieces to separate out the four wounds within each strip and them each of the four wounds were further subdivided into four pieces for analysis (EM = electron microscopy). **(D)** Depiction of the stratification process of each wound explant, separating the “Full/Bulk” wound into three layers, epidermis, dermis, and subcutaneous. **(E)** A depiction of some of the multivariate analyses/comparisons that can be performed with the stratification processing technique.

### 2.3 Processing and tissue stratification

RNAlater preserved wound samples were stratified into four groups for each wound, Full/Bulk, epidermis, dermis, and subcutaneous. First, a clean, RNAase-free workspace was created to process the tissue samples. Next, a tub of ice was prepared, an aluminum/metal sheet was placed on top of the ice and washed with 100% isopropanol followed by RNase away. All equipment and supplies were also cleaned with 100% isopropanol and RNase away. For processing, the previously bisected wound samples (two equal mirror halves of same wound) were thawed from −80°C on ice and removed prior to complete thaw so that the tissue was still hard but RNAlater had melted. Next, a Dermatome blade was used to dissect each layer from one-half of each wound sample. The remaining half was processed as a Full/Bulk wound and used to serve as the standard processing technique. Samples were immediately transported to the Genomics Core facility in fresh RNAlater (on ice) for RNA processing and isolation.

### 2.4 RNA isolation

**Epidermis and Subcutaneous Layers**. Epidermis and subcutaneous isolates from the pig wound channel were suspended in 1 ml of 4°C Invitrogen Trizol Reagent (Fisher Scientific 15-596-026) in a 5 ml tissue culture tube on ice. The tissue was homogenized using a Power Gen 35 Tissue Homogenizer employing a medium shark’s tooth probe—6 mm diameter (Fisher Scientific) for 20 s on ice. The 1 ml lysate is transferred to a Andwin Scientific 5Prime Phase Lock Gel—Heavy 2 ml tube (Fisher Scientific) and the Phase Lock gel purification is performed according to manufacturer’s protocol until the separation centrifugation of the aqueous phase and organic phase is complete. The aqueous phase is transferred to a microcentrifuge tube and the volume is determined. An equal volume of 70% ethanol in nuclease free water is added to the aqueous phase. The ethanol adjusted aqueous phase (with guanidinium salts) is applied directly to a RNeasy Mini kit (Qiagen 74104) purification column and the RNA Clean-up protocol is performed using an on-column DNase treatment with the RNase-Free DNase Set (Qiagen 79254) according to manufacturer’s instruction. DNase treated RNA isolates are quality controlled and quantified using a TapeStation 4200 running the RNA ScreenTape assay (Agilent Technologies). RNA Integrity Number (RIN) of ≥8.0 are targeted for proceeding to stranded mRNA library preparation.

**Dermis and “Full/Bulk” Layers**. Dermis and full tissue isolates (with skin) from the pig wound channel were suspended in 500ul of 4°C Invitrogen Trizol Reagent (Fisher Scientific 15-596-026) in a 5 ml tissue culture tube on ice. The tissue was homogenized using a Power Gen 35 Tissue Homogenizer employing a medium shark’s tooth probe—6 mm diameter (Fisher Scientific) for 20 s on ice. The lysate was removed to a new 5 ml tissue culture tube on ice. 500ul of additional chilled Trizol Reagent was added to the remaining un-lysed tissue (mainly skin) and homogenized an additional 20 s on ice leaving ∼10% of the original skin undisrupted. The lysate was pooled with the first lysate for 1 ml total. The 1 ml lysate is transferred to an Andwin Scientific 5 Prime Phase Lock Gel—Heavy 2 ml tube (Fisher Scientific) and the Phase Lock gel purification is performed according to manufacturer’s protocol until the separation centrifugation of the aqueous phase and organic phase is complete. The aqueous phase is transferred to a microcentrifuge tube and the volume is determined. An equal volume of 70% ethanol in nuclease free water is added to the aqueous phase. The ethanol adjusted aqueous phase (with guanidinium salts) is applied directly to a RNeasy Mini kit (Qiagen 74104) purification column and the RNA Clean-up protocol is performed using an on-column DNase treatment with the RNase-Free DNase Set (Qiagen 79254) according to manufacturer’s instruction. DNase treated RNA isolates are quality controlled and quantified using a TapeStation 4200 running the RNA ScreenTape assay (Agilent Technologies). RNA Integrity Number (RIN) of ≥8.0 are targeted for proceeding to stranded mRNA library preparation.

### 2.5 RNA library prep

**Tecan Universal Plus mRNA-Seq with NuQuant**. The stranded mRNA-Seq was performed using the Illumina NovaSeq 6000 Sequencing System at the University of Kansas Medical Center—Genomics Core (Kansas City, KS). Quality control of the total RNA isolates was completed using the Agilent TapeStation 4200 using the RNA ScreenTape Assay kit (Agilent Technologies 5067-5576). Total RNA (500 ng) was used to initiate the library preparation protocol. The 249 RNA isolates representing epidermis, dermis, subcutaneous and full tissue were randomized and divided into 11 sets of samples for library preparation. The total RNA fraction was processed by oligo dT bead capture of mRNA, fragmentation of enriched mRNA, reverse transcription into cDNA, end repair of cDNA, ligation with the appropriate Unique Dual Index (UDI) adaptors and strand selection and library amplification by PCR using the Universal Plus mRNA-seq with NuQuant library preparation kit (Tecan Genomics 0520-A01).

Validation of each sample set of library preparations was performed using the D1000 ScreenTape Assay kit (Agilent Technologies 5067-5582) on the Agilent TapeStation 4200. Concentration of each library was determined with the NuQuant module of the library prep kit using a Qubit 4 Fluorometer (ThermoFisher/Invitrogen), Libraries were normalized to 4 nM concentration and pooled as a sample set. Each multiplexed sample pool set was quantitated, in triplicate, using the Roche Lightcycler96 with FastStart Essential DNA Green Master (Roche 06402712001) and KAPA Library Quant (Illumina) DNA Standards 1-6 (KAPA Biosystems KK4903). Using the qPCR results, each sample pool set was adjusted to 1.9 nM. All 11 normalized sample pool sets were combined for a final normalized pool to perform multiplexed sequencing.

The normalized and pooled libraries were denatured with 0.2N NaOH (0.04N final concentration) and neutralized with 400 mM Tris-HCl pH 8.0. The pooled libraries were diluted on sequencer to 380 pM prior to onboard clonal clustering of the patterned flow cell using the NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycle) (Illumina 20028313). The 2 × 101 cycle sequencing profile with dual index reads is completed using the following sequence profile: Read 1–101 cycles x Index Read 1–8 cycles × Index Read 2–8 cycles x Read 2–101 cycles. Following collection, sequence data are converted from. bcl file format to “fastq” file format using bcl2fastq software and de-multiplexed into individual sequences for data distribution using a secure FTP site or Illumina BaseSpace for further downstream analysis.

### 2.6 Differential gene expression

RNA-Sequencing was performed at a strand specific 100 cycle paired-end resolution, in an Illumina NovaSeq 6000 sequencing machine (Illumina, San Diego, and CA). The analysis was performed on two animals (biological duplicate) with samples obtained from different regions subject to different treatments from each animal as described in the text. The samples were multiplexed in an S1 flow-cell, resulting between 33.6 and 57.9 million reads per sample. The read quality was assessed using the FastQC software. On average, the per sequence quality score measured in the Phred quality scale was above 30 for all the samples. The reads were mapped to the *sus scrofa* genome (Sscrofa11.1; Ensembl release 105) using the STAR software, version 2.6.1c. On average, 95% of the sequenced reads mapped to the genome, resulting between 31.8 and 54.8 million mapped reads per sample, of which on average 92% were uniquely mapped reads. Transcript abundance estimates were calculated using the featureCounts software (Liao et al., 2014). Expression normalization and differential gene expression calculations were performed in DESeq2 software to identify statistically significant differentially expressed genes (Love et al., 2014). The samples were analyzed as matched paired samples. The significance *p*-values were adjusted for multiple hypotheses testing by the Benjamini and Hochberg method establishing a false discovery rate (FDR) for each gene. The differential expression analysis of high-throughput data for this study was performed in R using the DESeq2 package. The DESeq2 package performs an independent filtering of the results by default and therefore requires minimal prefiltering. The input to the software was the raw count matrix with genes with less than one count per million in any of the samples removed. The DESeq2 software performs a median of ratios normalization that accounts for sequencing depth and RNA composition.

### 2.7 Bioinformatic and statistical analysis

Due to the nature of this study being a ‘pilot study’ only two animals were utilized. Global gene expression was performed for control wounds at 8-h (no dressing insert and no vacuum) and for NPWT-treated wounds at 8-h (Granufoam™ insert and 125 mmHg vacuum), relative to baseline expression at 0-h control (no dressing insert and no vacuum). Additionally, a second set of analyses was performed for differentially expressed genes (DEGs) for 8-h NPWT-treated wounds relative to 8-h control wounds to assess the effect of NPWT treatment relative to the control response. All analyses were performed for each layer relative to its analogous layer (e.g., epidermis relative to epidermis), in addition to the 0-h control “Full/Bulk” wounds. DEGs were investigated by with Ingenuity Pathways Analysis (IPA) software (Qiagen; Ingenuity Systems Inc.; CA and United States). IPA identified canonical pathways, diseases and functions, upstream regulators, and gene networks that were most significant to the relative gene expression profiles for each set of wounds and categorized the DEGs into specific pathways. Heatmaps, graphs, gene clusters, and network webs were automatically generated within IPA and used to visually depict changes in DEGs. A false discovery rate (FDR) below 0.05 was always utilized to assess for DEGs, and was the only threshold qualification when initially assessing for the heterogeneity in global gene expression. Additional thresholding was performed on subsequent pathway analyses, including a minimum -log (*p*-value) of 1.3, which is equal to *p* < 0.05, and an experimental fold change (FC) of 1.5. The additional thresholding was performed for generation of significant canonical signaling pathways, heatmap generation, and top regulatory network analyses. When performing the intra-wound comparison between the different stratified layers to assess for hidden DEGs within the inflammatory, angiogenic, and matrix remodeling pathways, an FDR of 0.05 and a -log (*p*-value) of 1.3 was used to threshold for significantly altered genes.

## 3 Results

### 3.1 KUts and KUbes incisional porcine model experimental design

A schematic overview of the incisional porcine wound model can be found in Figure 1. Incisional wounds were created with a depth that penetrated all three skin layers and into the subcutaneous region, followed by insertion of dressing materials into the wounds to permit tissue interactions with the dressings at each layer (Figure 1A). The incisional model was performed as an array on each side of the animal, with different dressing materials making up the rows and different timepoints (0-, 2-, 4-, and 8-h) making up the columns (Figures 1B, C). However, only the 0- and 8-h wound groups were utilized in this study. Additionally, only the genomic analysis was performed in this “proof-of-concept” study due to its higher sensitivity to detect changes in early wound healing pathways (i.e., within 8 h). A complete photographic depiction of the surgical operations can be found in Supplementary Figures S1A–K. Upon excision of the wounds at each respective timepoint, tissue was processed for downstream analysis accordingly. For RNA analysis, samples were dissected/stratified into their three separate skin layers and subsequently processed (Figures 1D, E). The stratification of the wounds allowed for several different intra- and inter-related analyses that were dressing, temporal, or treatment dependent, as well as untreated control wounds to understand physiological signaling (Figure 1E).

### 3.2 Heterogeneity in global gene expression profiles between wound layers

To depict the overall heterogeneity of molecular signaling that occurs within the different layers of skin tissue during wound healing, the differentially expressed gene (DEGs) profiles were overlayed and evaluated for uniqueness to specific layers and/or NPWT treatment (NPWT is defined as wounds treated with GranuFoam™ and 125 mmHg vacuum). 

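The “Full/Bulk” wounds were analyzed here, which are the piece of each bisected incision that was homogenized whole, with all skin layers together. Each of 2 pigs provided 1 wound to each of 3 groups, namely the 0-h baseline control, the 8-h control (no dressing insert and no vacuum) and the NPWT-treated wound, in which an open-pored foam (GranuFoam) was left in the incision under a vacuum of 125 mmHg for 8 h. NPWT, negative pressure wound therapy, draws fluid out of a sealed wound through such a foam. Every group therefore had n = 2 animals, and 6 libraries entered the fit. The libraries are named by animal, wound number and side of the animal in the deposited table, and each was assigned to its group through the numbering of the wounds on the animal, with wound 1 as the 0-h baseline control, wound 13 as the 8-h control and wound 15, the only one from its side of the animal, as the NPWT-treated wound. The text of the paper does not state this numbering, and the groups rest on it. The incisions were 2 cm long, and their depth is given as 1.5 cm in the methods and as 2.5 cm in the sample labels. Polyadenylated RNA was sequenced with paired-end reads, and the authors mapped the reads to the pig genome Sscrofa11.1 with STAR, counted them on Ensembl genes with featureCounts, and deposited the raw counts per gene without normalization and without pooling of the animals. In animal 1, the total counts on genes were 83653472 for the 0-h baseline control, 63463106 for the 8-h control and 78944151 for the NPWT-treated wound. In animal 2, the totals were 73561023, 76441429 and 83305255 in the same order. The paper reports between 33.6 and 57.9 M reads per sample over all of its samples, whereas the values here use the total counts. Between 20.1% and 35.4% of the counts of a library fell on its 10 most abundant genes. Of the 15 pairs of libraries, 0 held identical counts.

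The DEGs were called with edgeR's quasi-likelihood test on the counts as deposited, with TMM normalization and the animal as a block, since both animals had every wound. The 14243 of 31908 genes with at least 1 CPM (the count scaled to the size of its library) in at least 1 of the 6 libraries were tested, and the Benjamini-Hochberg false discovery rate (FDR) was held below 0.05. The paper used DESeq2 on matched pairs after removing genes under 1 CPM in any of its samples. As alternatives, DESeq2 was run here on the same 14243 genes and, chosen after seeing the data, on the 12534 genes with at least 1 CPM in each of the 6 libraries. Levels are given as TMM-normalized CPM with the SD over the animals, log2 fold changes with their standard error, and each SD rests on 2 values only. Gene positions are those of the RefSeq annotation of Sscrofa11.1, matched by gene symbol, and identifiers are those of Ensembl. The libraries of the separated layers were not used here, since their columns carry the letters A, B and C, which neither the labels nor the text of the paper pairs with a layer.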

Of note, the graphs do not depict directionality, only overlap in DEGs that have met the predefined threshold of an FDR less than 0.05 (Figures 2A, B). First, an intra-comparison within a single wound between tissue layers were evaluated for both control healing (no dressing insert and no vacuum at 8-h) and NPWT-treated healing at 8 h, relative to the baseline control wound expression at 0-h, to depict relative uniqueness (Figure 2A). The dermis layer for both control and NPWT wounds exhibited the greatest proportion of DEGs uniquely associated within its layer, at 71%. Whereas the epidermis had the second most and the subcutaneous had the lowest proportion (Figure 2A). Conversely, the relative similarities and overlap between DEGs within the Full *vs*. Full and Layer *vs*. Full comparisons, for each layer, is depicted in Supplementary Figure S2 and demonstrates that there was minimal overlap of the layer analyses with the Full analyses, with the average similarity/overlap of the Layer-DEGs with the Full-DEGs coming in at <15% of the total DEGs for each Layer (Supplementary Figure S2). Subsequently, inter-comparison of control *versus* NPWT-treated wounds within each analogous layer revealed that NPWT treatment modulated the DEG profile, relative to control wounds, at 8 h 81%, 60%, and 58% of the total DEGs were unique for NPWT treatment for the epidermis, dermis, and subcutaneous regions, respectively (Figure 2B). Notably, the relative proportion of uniquely expressed DEGs in NPWT-treated and 8-h control wounds were similar in the “Full *versus* Full” comparison group, the total number of DEGs was substantially lower compared to the layer *versus* layer comparisons. 

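In the “Full versus Full” comparisons, 417 genes passed the FDR threshold both in NPWT-treated and in 8-h control wounds relative to the 0-h baseline control, and the direction of change was the same for all 417. A further 373 of the 790 DEGs of the NPWT-treated wounds (47.2%, 95% Wilson interval 43.8% to 50.7%) were not DEGs in the 8-h control wounds. Conversely, 110 of the 527 DEGs of the 8-h control wounds (20.9%, 17.6% to 24.5%) were not DEGs in the NPWT-treated wounds. These intervals cover counting error only, and genes are not independent of each other. Of the 373 genes called with NPWT alone, 372 changed in the same direction in the 8-h control wounds, and 328 had an unadjusted p under 0.05 there. When NPWT-treated wounds were compared directly with 8-h control wounds, 97 of the 373 had an unadjusted p under 0.05. Of the 110 genes called in 8-h control wounds alone, 108 changed in the same direction with NPWT, 95 had an unadjusted p under 0.05 with NPWT, and 35 had one in the direct comparison. Both comparisons share the 0-h libraries, which by itself gives shared calls and shared directions. The direction of called genes, and the unadjusted p of genes called in 1 comparison alone, were not computed for unchanged groups. In 20 simulations of unchanged groups, every library, those at 0 h included, was drawn anew from a fit of the animal alone. The real 0-h libraries were thus not held fixed. A median of 9 genes (range 5 to 15) were called in both comparisons there. The calls in each comparison were few there as well. Their medians were 16 (range 10 to 34) for the simulated NPWT group and 20.5 (range 12 to 38) for the simulated 8-h control. The 9 against 417 therefore compares numbers of calls, and does not show that a larger part of the calls was shared than in unchanged groups. The shares moved with single libraries. Without the NPWT library of animal 1, 22.4% of the DEGs with NPWT and 51.4% of those in 8-h control wounds were unshared, and 375 of the 429 shared DEGs had the same direction. Without that of animal 2, the shares were 27.6% and 60.7%. Without the 0-h library of animal 1, 29.4% of the DEGs with NPWT were unshared. When the 8-h control library of animal 1 or of animal 2 was left out, edgeR called 0 genes in the 8-h control wounds (smallest FDR 0.193 and 0.102, with 1390 and 1491 genes at an unadjusted p under 0.05; DESeq2 was not run on these), which by itself puts the unshared DEGs with NPWT at 100%.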

The average total number of DEGs in the layer comparisons was 1130 for NPWT-treated and 631 for 8-h control wounds. 

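Relative to the 0-h baseline control, 440 genes were higher and 350 lower in the NPWT-treated “Full/Bulk” wounds, and 280 were higher and 247 lower in the 8-h control wounds. The median size of the change among the DEGs was 1.16 on the log2 scale in both comparisons. In 789 of the DEGs with NPWT and 526 of those in 8-h control wounds, both animals changed in the same direction. The test with the animal as a block favors genes that move alike in both animals, so that this is not separate evidence. An unadjusted p under 0.05 was found for 3030 genes with NPWT and for 2657 in 8-h control wounds. The number of DEGs depended on the test. With DESeq2 on the 4 libraries of each comparison as matched pairs, 1006 genes were called with NPWT and 799 in 8-h control wounds, and 887 and 721 were called over the genes with at least 1 CPM in every library. DESeq2 on all 6 libraries called 1704 and 1356. Without the animal as a block, edgeR called 97 and 23 genes. Leaving out 1 of the 0-h libraries raised the calls in 8-h control wounds to 1408 (without animal 1) or 1388 (without animal 2). With NPWT, the calls then rose to 1502 or 1823, and they dropped to 553 or 450 when the NPWT library of animal 1 or of animal 2 was left out. Libraries outside a comparison also enter its fit through the shared estimate of the spread. Without the 8-h control library of animal 1 or of animal 2, 9 or 6 genes were called with NPWT, and without the NPWT library of animal 1 or of animal 2, 882 or 830 were called in 8-h control wounds. The common biological coefficient of variation was 0.288, estimated with 2 residual degrees of freedom.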

On the contrary, in the “Full *versus* Full” comparison analysis, there was a >50% reduction, with only 558 DEGs for NPWT-treated wounds and 285 in the 8-h control healing wounds.

**FIGURE 2:**
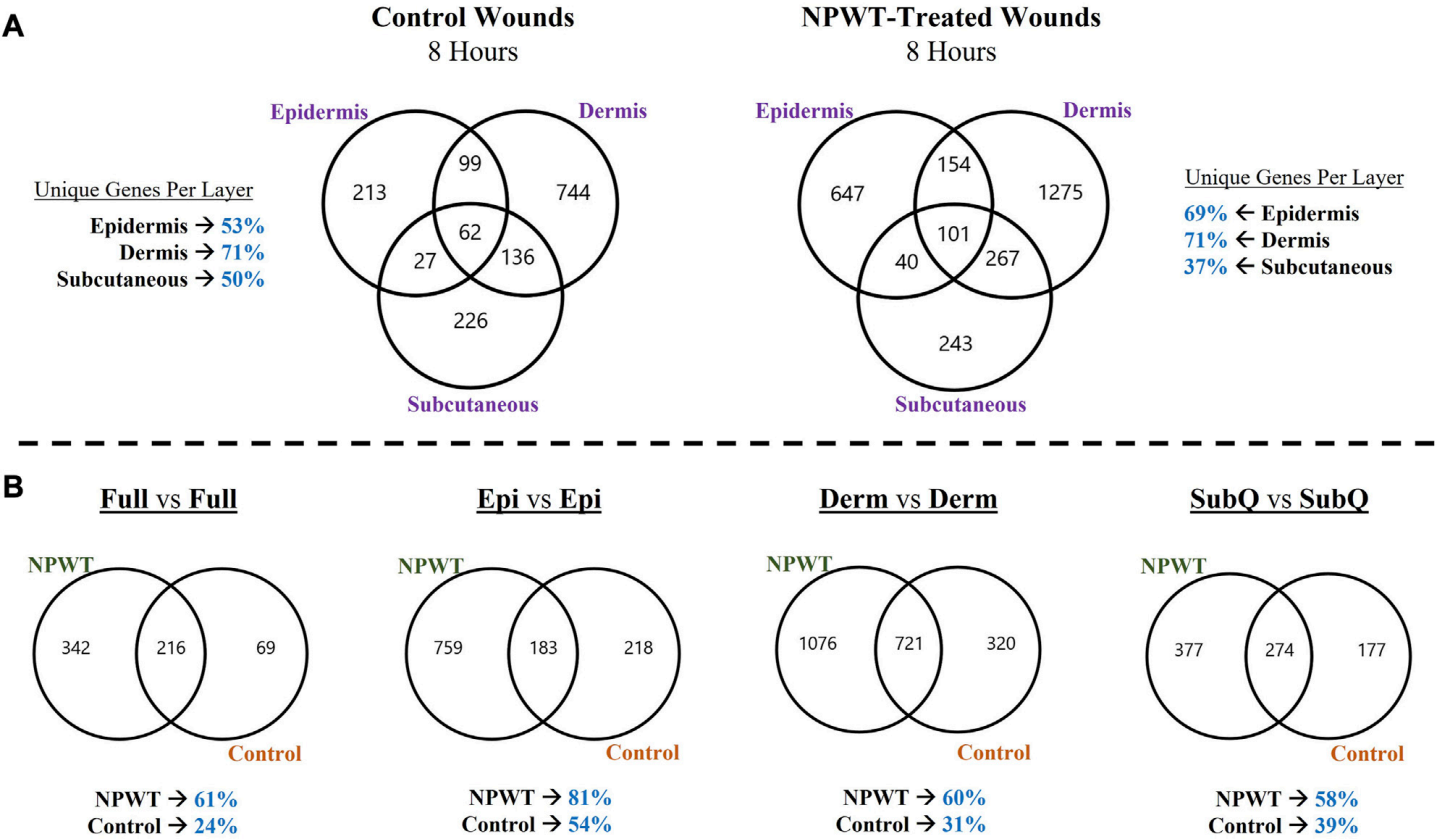
Heterogeneity in Global Gene Expression Profiles Between Wound Layers. **(A)** Graphical depiction of differentially expressed genes (DEGs) for Control (*left*) and NPWT-treated (*right*) wounds that were stratified and separated into each specific layer and overlayed. “Layer Specific Genes” denotes the percentage of DEGs that were uniquely expressed in that layer and none of the other layers. **(B)** Direct comparison of unique DEGs for within each layer for either NPWT-treated or control wounds. The percent of uniquely expressed DEGs for each condition is listed below each respective graph. Of note, the graphs do not depict directionality, only overlap in DEGs that have met the predefined threshold of an FDR less than 0.05.

### 3.3 Stratified genomic analysis reveals temporal-spatial heterogeneity in canonical signaling pathways

To provide context for the type of data that can be obtained with this methodology, a DEG comparison was performed on the progression of NPWT healing *versus* untreated control healing at the 8-h timepoint. Gene expression for both NPWT and control 8-h samples were generated relative to the 0-h baseline control wounds (Figure 3A). “Full/Bulk” wound comparisons were performed in parallel to the stratified comparisons, which include the epidermis, dermis, and subcutaneous regions of each wound in the NPWT or 8-h control groups, relative to the analogous region in the 0-h baseline control (Figure 3A). A heatmap of the top canonical pathways was generated for the “Full *versus* Full”, “Epidermis *versus* Epidermis”, “Dermis *versus* Dermis”, and “Subcutaneous *versus* Subcutaneous” comparisons (Figure 3B). When comparing the relative gene expression of the “Full/Bulk” processed wounds, there was minimal changes in expression and canonical signaling, such as that seen in the iNOS signaling pathway, or minimal difference between NPWT and control healing as seen in the IL17 signaling pathway (Figure 3B). However, stratification processing revealed that when focusing on specific regions within the wounds (e.g., epidermis *versus* epidermis), several signaling pathways are revealed to be significantly upregulated or downregulated that were previously not in the “Full/Bulk” comparisons, including inversion of signaling, that is, seen with FAK signaling or the amplification of signaling, that is, seen with iNOS (Figure 3B).

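When NPWT-treated “Full/Bulk” wounds were compared directly with 8-h control wounds, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 14243 genes. The smallest adjusted p of this test was 0.0540, for COMP, which was singled out after its value was seen. At an unadjusted p under 0.05 there were 478 genes, fewer than the median of 686 (range 608 to 725) in 20 simulations of unchanged groups. DESeq2 called 32 genes in the same 6 libraries and 133 in the 4 libraries of this comparison (121 over the genes with at least 1 CPM in every library). The count of 0 in edgeR also rested on single libraries. A fit without 1 of the NPWT libraries rests on the other one. These 2 libraries differed in the sum over 14 genes of the hair shaft and its inner root sheath (143 CPM in animal 1, 4506 CPM in animal 2). Genes called without the NPWT library of animal 1 were mostly higher with NPWT, and those called without that of animal 2 mostly lower. Such calls need not be an effect of NPWT. Without the 0-h library of animal 1 or of animal 2, which enter through the shared spread, 34 or 55 were called. Across genes, the log2 fold changes relative to the 0-h baseline control correlated between NPWT-treated and 8-h control wounds (Pearson r = 0.60), and 83.1% of genes had the same sign in both. The simulations of unchanged groups, whose shared 0-h libraries were drawn anew as well, gave a median r of 0.50 (range 0.41 to 0.53). They gave 66.5% of genes with the same sign (range 65.9% to 67.3%), and genes are not independent replicates. With each library left out in turn, r ranged from 0.289 (without the NPWT library of animal 1) to 0.951 (without the 0-h library of animal 1). It was 0.385 with DESeq2 on the same libraries, 0.804 with DESeq2 on 4 libraries and 0.881 in edgeR with at least 1 CPM in every library. The r of unchanged groups was not computed for these settings.

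NOS2 (ENSSSCG00000017755, chromosome 12, 44174944 to 44219875) encodes iNOS, the inducible nitric oxide synthase. It was at 6.99 ± 2.46 CPM (SD, n = 2) at 0 h and at 5.62 ± 0.770 CPM (SD, n = 2) in 8-h control wounds, a log2 fold change of -0.28 (standard error 0.24, adjusted p = 0.594 from edgeR's quasi-likelihood test). With NPWT relative to the 0-h baseline control, its log2 fold change was -0.56 (standard error 0.24, adjusted p = 0.231 from the same test in edgeR), and between NPWT-treated and 8-h control wounds it was -0.28 (standard error 0.24). IL17A (ENSSSCG00000001748, chromosome 7, 46013584 to 46017161) had 0 counts in all 6 libraries, which allows up to 3 counts in each, so that no change in its transcript was detectable at this depth. From pathways that changed little in the “Full/Bulk” heatmap and were activated or inverted in a separated layer (Fig. 3B), the paper concludes that processing by layer reveals signaling that was not seen in the undivided wound.

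**Figure D1:**
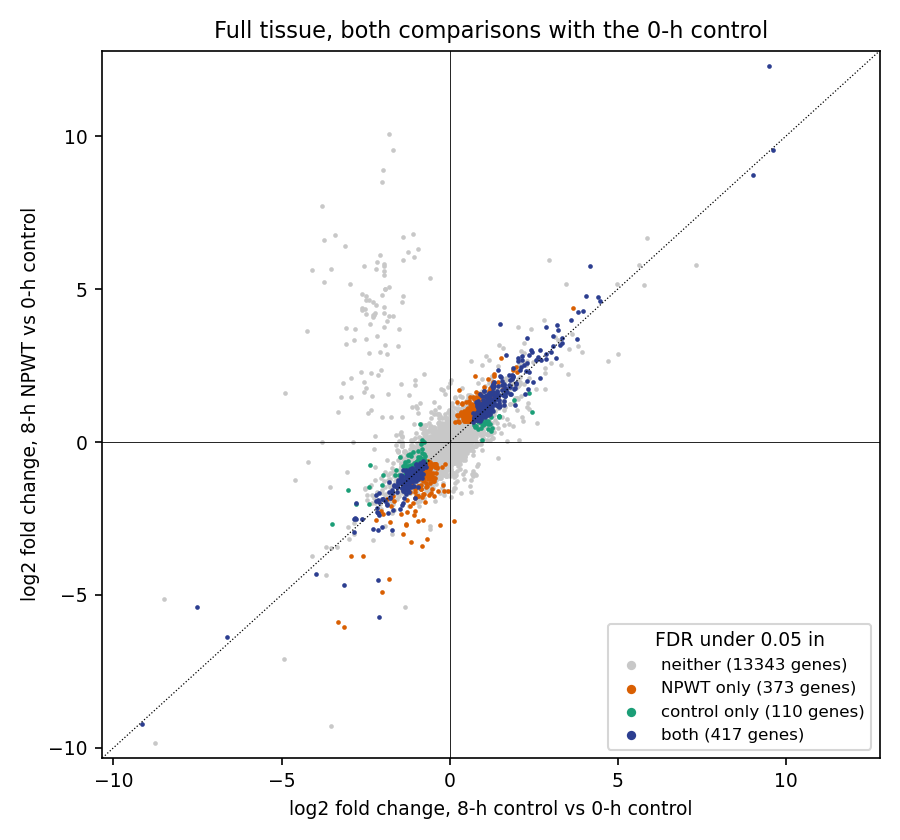
Log2 fold change of each of the 14243 genes tested in the “Full/Bulk” wounds, 8-h control relative to 0-h baseline control (horizontal axis) against NPWT-treated relative to 0-h baseline control (vertical axis). Blue points are the 417 genes with an FDR below 0.05 in both comparisons, orange the 373 with NPWT alone, green the 110 in 8-h control wounds alone and grey the genes called in neither. All 417 blue points, 372 of the orange and 108 of the green lie where both changes have the same sign.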

**FIGURE 3:**
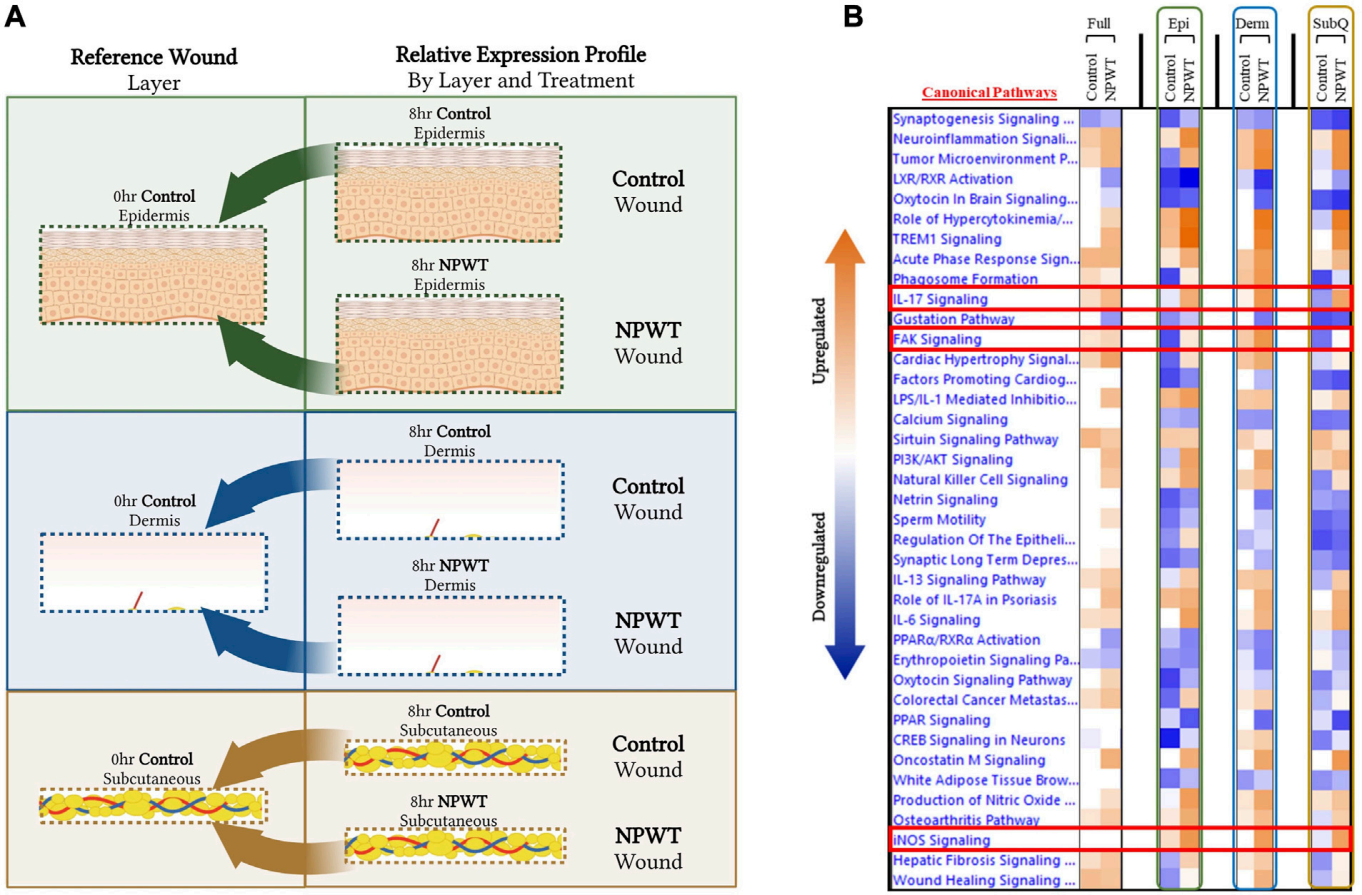
Stratified Genomic Analysis Reveals Temporal-Spatial Heterogeneity in Canonical Signaling Pathways. A schematic representation of wounds were stratified and DEGs were generated via relative expression to 0-h control wounds for both 8-h control (untreated) and 8-h NPWT-treated at each layer, including the **(A)** epidermis (*top*), dermis (*middle*), and subcutaneous (*bottom*) regions. **(B)** A heatmap of the top canonical pathways with a FDR of 0.05 and a *p*-value < 0.05. Orange depicts upregulation and blue depicts downregulation of each pathway. White denotes no significant change in pathway activity.

### 3.4 Tissue stratification reveals canonical signaling and top pathway regulators previously hidden within acute physiological wound healing

To further depict the increased sensitivity and specificity associated with performing gene expression analysis on stratified wound sections rather than “Full/Bulk”, we performed a direct comparative analysis of top canonical pathways and regulators significantly altered during untreated (control) healing at 8 h. Thresholds utilized to determine significance was an FDR 0.05, -log (*p*-value) of 1.3, and a FC of 1.5. When evaluating 8-h control wounds via “Full/Bulk” analysis relative to “Full/Bulk” 0-h baseline control wounds (Figure 4A), only 3 canonical pathways demonstrated a significant modulation, all of which had an FC increase (denoted by orange color), and were nonspecifically associated with inflammation. 

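Of the DEGs of 8-h control “Full/Bulk” wounds, 53.1% were higher at 8 h than at 0 h, against 47.8% with DESeq2 on the same libraries. All of the DEGs in edgeR also exceeded a fold change of 1.5, as did 1273 of the genes called by DESeq2 on the same libraries. The genes behind the pathways of IPA were not identified here, and the pathway scores were not recomputed. The largest rise among DEGs with a mean of at least 10 CPM in the higher group was in ENSSSCG00000034539, a gene without a symbol, from 0.0141 ± 0.0199 to 10.8 ± 3.60 CPM (SD, n = 2). Its log2 fold change was 9.62 (standard error 0.62, adjusted p = 0.00400 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a fitted value that rests on a level near 0 at 0 h. The largest fall was in GDF10 (ENSSSCG00000010376), a growth factor of the BMP family, from 10.7 ± 4.54 to 0.992 ± 0.281 CPM (SD, n = 2). Its log2 fold change of -3.50 (standard error 0.59, adjusted p = 0.0489 from the same test in edgeR) ranged from -4.33 to -2.47 with each library left out in turn. GDF10 was called in 4 of 6 alternatives, with adjusted p-values from 5.21e-13 to 0.0897, and was not called by edgeR under DESeq2's size factors (adjusted p = 0.0514) nor without the block. Neither gene was called when an 8-h control library was the one left out, where no gene was called at all.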

Expressional changes included the canonical pathways of neuroinflammation, acute phase response, and sirtuin signaling pathways, and the top regulatory network was associated with inhibition of gastrointestinal, lung, and body cavity inflammation (Figures 4B, C). Whereas, when evaluating the same exact 8-h control wounds via stratification of the dermis layer only (Figure 4D), 2 of the 3 same canonical pathways from the “Full/Bulk” analysis were significant, in addition to 17 additional canonical pathways, for a total of 19 significantly altered pathways, most of which exhibited a negative fold change (denoted by blue color). With the top regulatory network being associated with cell movement of leukocytes, homing of cells, and recruitment of granulocytes (Figures 4E, F). Subsequently, the top 6 upstream regulator molecules associated with either activation or inhibition (based on the z-score) were tabulated for both the “Full/Bulk” and stratified dermis analyses (Figures 4G, H). 

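An upstream regulator is scored in IPA from the genes it is known to control, and the values given here are the transcripts of the regulators themselves, in 8-h control relative to 0-h baseline control “Full/Bulk” wounds. Of the regulators in Fig. 4G with a fold change, 8 could be tested, and edgeR called 0 of them at an FDR below 0.05. OGA, FGFR2 and MEOX2 had an unadjusted p under 0.05, DESeq2 on the 4 libraries called MEOX2 alone, and DESeq2 on all 6 libraries called MEOX2 and FGFR2. MEOX2 was called in 5 of 8 alternatives, edgeR with at least 1 CPM in every library and edgeR with no filter beyond 1 count among them, with adjusted p-values from 0.00666 to 0.206. Without the 0-h library of animal 2, edgeR called FOS, FGFR2 and MEOX2. The adjusted p of FOS was 4.24e-06 in that fit and reached 0.852 with another library left out. TNF (ENSSSCG00000001404, chromosome 7, 23699635 to 23702393), the leading activator, was at 1.43 ± 0.354 CPM at 0 h and 1.40 ± 0.154 CPM at 8 h (SD, n = 2), a log2 fold change of 0.003 (standard error 0.40, adjusted p = 0.998 from edgeR). IL1A rose by 1.03 (standard error 1.04, adjusted p = 0.698 from edgeR) and OSM by 0.62 (standard error 0.69, adjusted p = 0.707 from edgeR) on the log2 scale, in each case by no more than about 1 standard error. FOS was at 235 ± 256 CPM at 0 h and 41.1 ± 1.49 CPM at 8 h (SD, n = 2), a log2 fold change of -2.22 (standard error 1.34, adjusted p = 0.541 from edgeR) that did not exceed the spread between the animals at 0 h. MEOX2 (ENSSSCG00000015357, chromosome 9, 84945178 to 85009939) had the smallest adjusted p of the group, 0.0647 from edgeR's quasi-likelihood test, with a log2 fold change of -0.93 (standard error 0.22) from 27.8 ± 5.44 to 14.3 ± 1.7 CPM (SD, n = 2). FGFR2 changed by -0.54 (standard error 0.17), OGA by 0.35 (standard error 0.15) and DIO3 by -0.44 (standard error 1.65) on the log2 scale. TGFB1, which the paper also names, changed by 0.27 (standard error 0.21). No gene of the deposited table was matched by name to IL1B, S100A9 or KAT6A, and they have no value here.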

Of the 12 total markers (6-up/6-down), only 3 were shared between the “Full/Bulk” and the dermis methods, including the top activator TNF, as well as IL1B and IL17A.

**FIGURE 4:**
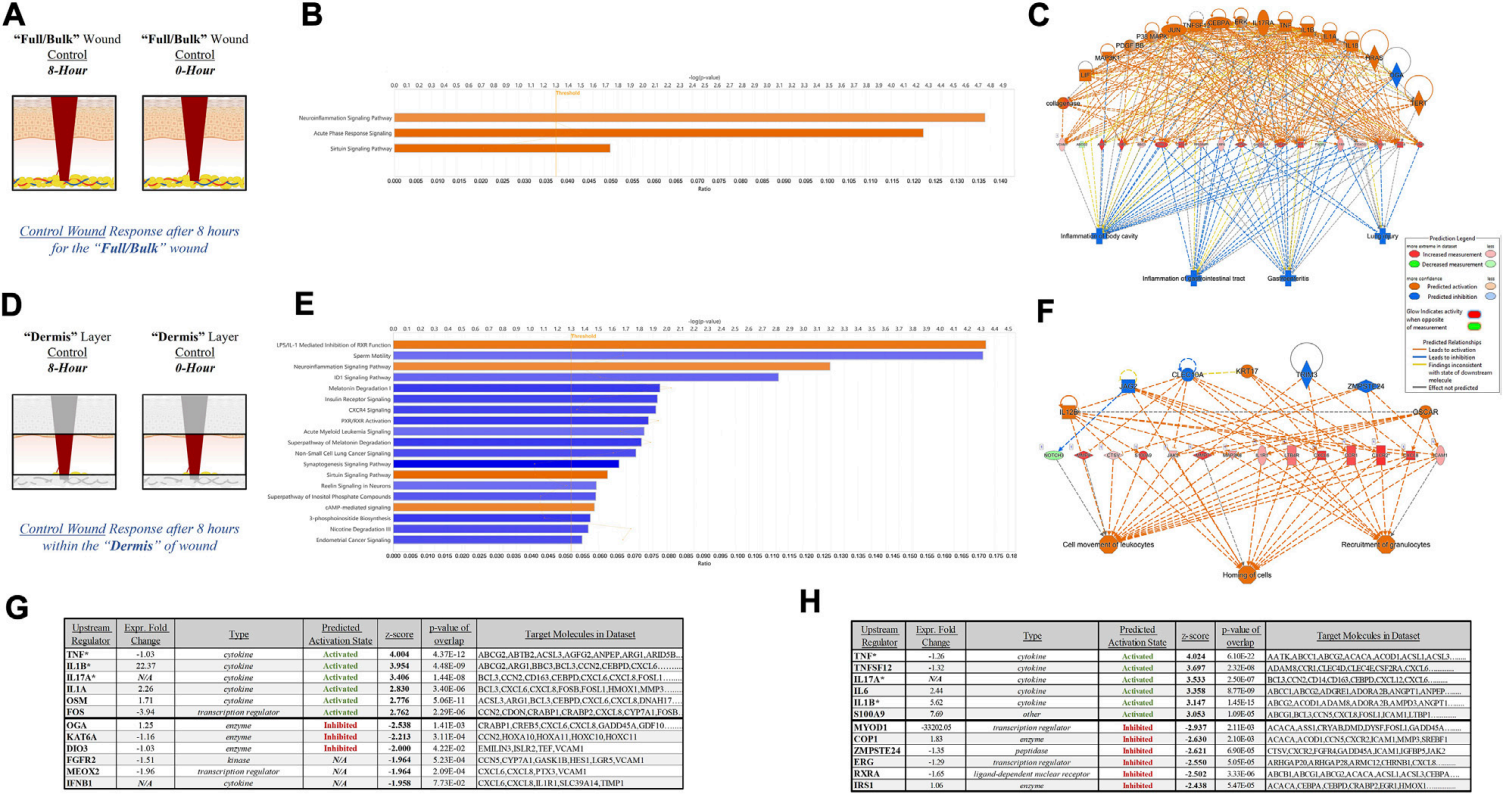
Tissue Stratification Reveals Canonical Signaling and Pathway Regulators Previously Hidden in Acute Physiological Wound Healing. **(A, D)** Schematic representations of the **(A)** “Full/Bulk” and **(D)** stratified dermis 8-h and 0-h wounds that were processed for analysis. **(B, E)** Graphical depictions of the top canonical pathways that achieved significance after thresholding, -log (*p*-value) of 1.3 and FC of 1.5. The threshold line is marked at 1.3. Color denotes fold change directionality, with activation/upregulation (*orange*) and inhibition/downregulation (*blue*). **(C, F)** The top regulator effect networks associated with the DEGs for the **(C)** “Full/Bulk” analysis and **(F)** stratified dermis analysis. **(G, H)** The top 6 upstream regulator activators and inhibitors are represented in tabular form for the **(G)** “Full/Bulk” analysis and the **(H)** stratified dermis analysis.

### 3.5 Stratification analysis identifies and localizes key physiological wound responses altered by NPWT not previously observed

Specific wound healing signaling pathways, including inflammation (Figure 5), angiogenesis (Figure 6), and matrix remodeling (Figure 7), were evaluated and DEG analysis was performed with thresholds. All genes included for each pathway passed the thresholds of an FDR of 0.05. Additionally, if a gene reached a significant -log (*p*-value) of 1.3 in at least one of the four comparative groups (Full *vs*. Full, Epi *vs*. Epi, Derm *vs*. Derm, or SubQ *vs*. SubQ), then it was included in the final comparative analysis (Figures 5). For each wound healing signaling pathway, the untreated response was first determined by evaluating the 8-h control relative to the 0-h baseline control wounds (Figures 5A–7A), followed by assessing the direct effect of NPWT via comparing the 8-h NPWT-treated relative to the 8-h control (Figures 5B–7B).

**FIGURE 5:**
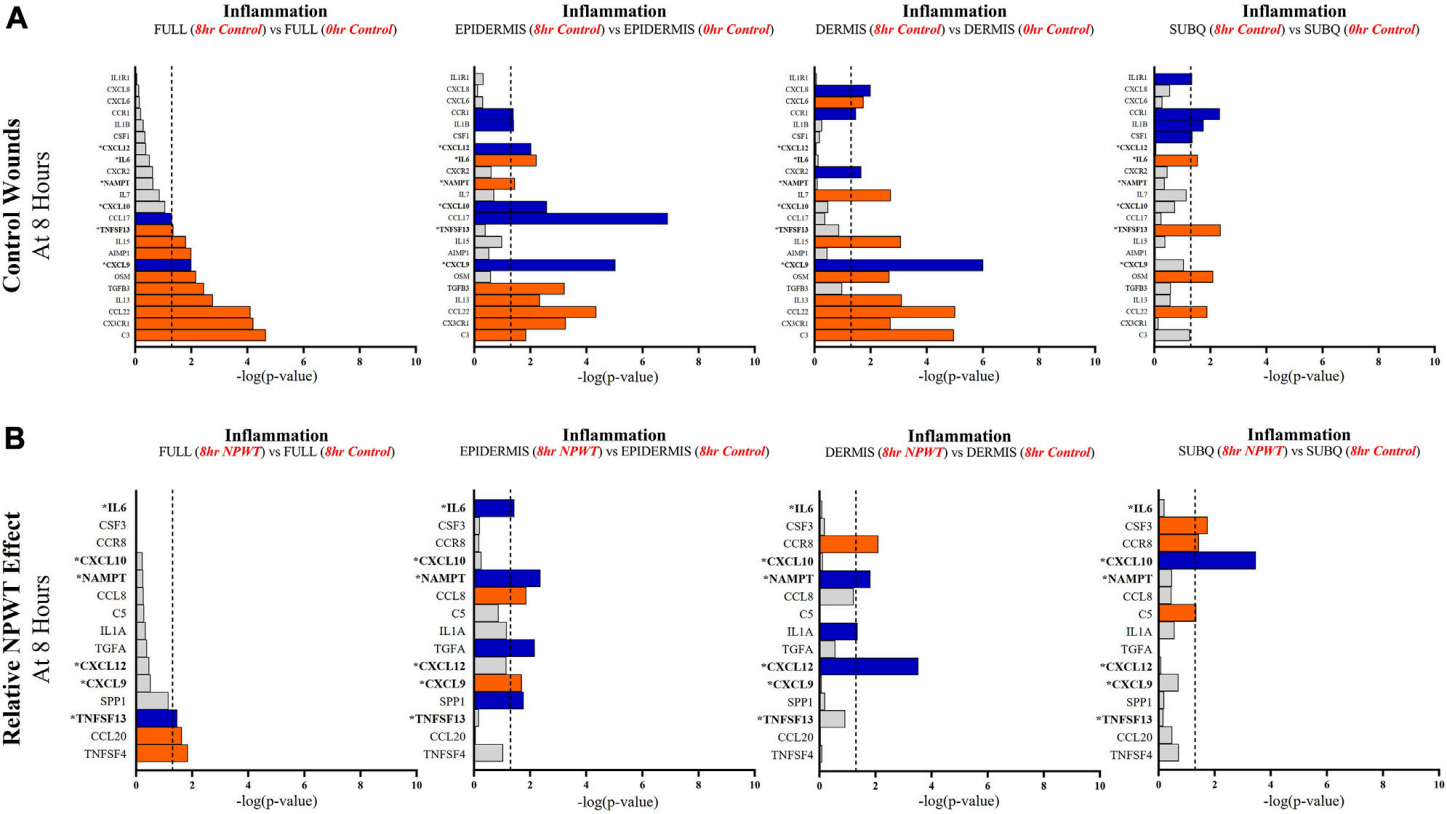
Stratification Analysis Identifies and Localizes Inflammatory Responses Altered by NPWT. An intra-wound analysis that compared DEGs associated with the inflammatory response within each layer of skin and relative to the “Full/Bulk” analyzed wounds that achieved the predetermined significance [significance determined to be a -log (*p*-value of 1.3 which equals a *p* < 0.05]. Associated DEGs were analyzed in the setting of the **(A)** control wound healing response at 8-h relative to 0-h baseline control and **(B)** NPWT-treated response at 8-h relative to 8-h control. A significance threshold line is denoted at 1.3. Size of bar denotes level of significance. Color of bars denote relative fold change directionality as either upregulated (*orange*) or downregulated (*blue*). DEGs that were common between control and NPWT wounds are “bolded” and denoted with an “*”.

**FIGURE 6:**
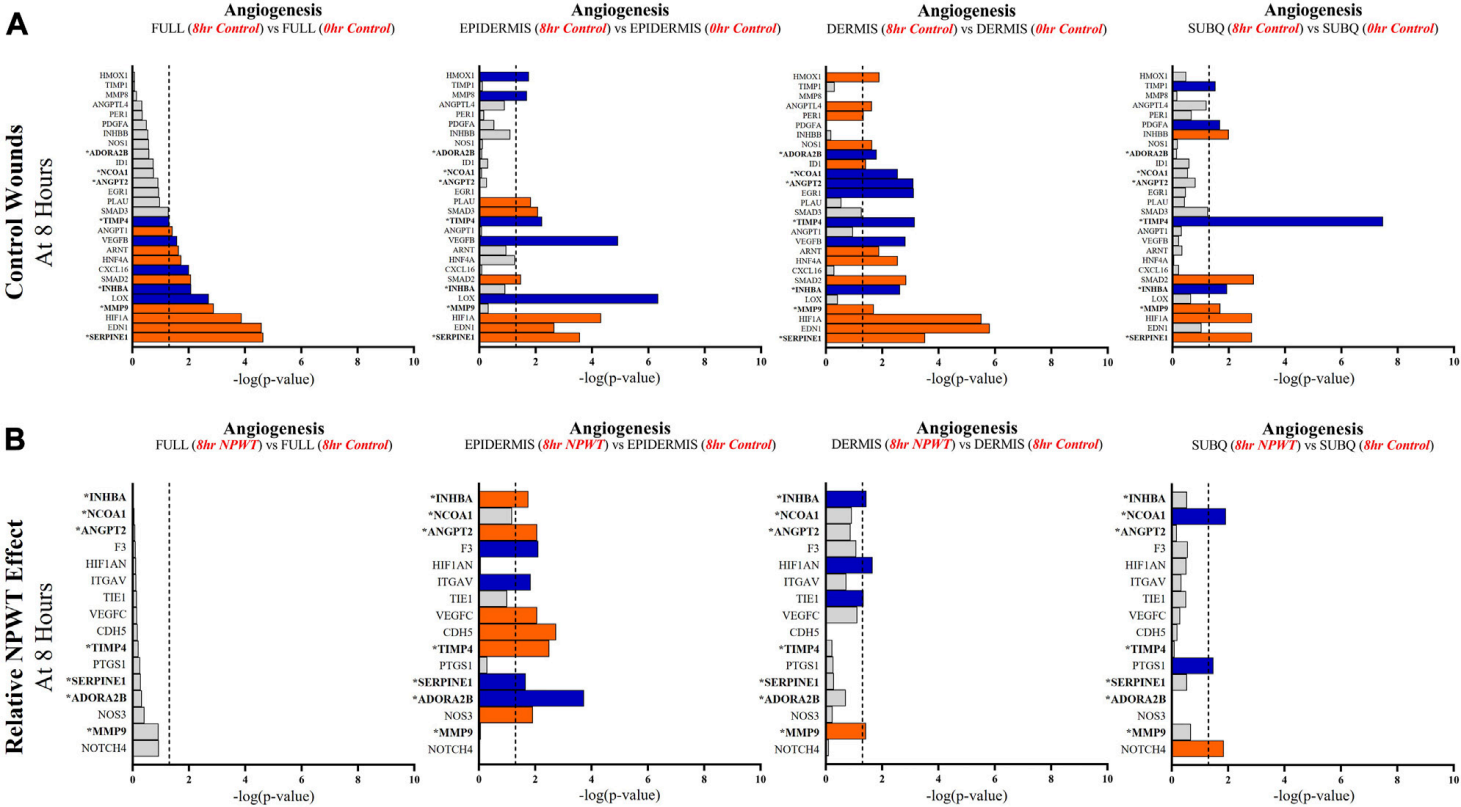
Stratification Analysis Identifies and Localizes Angiogenic Responses Altered by NPWT. An intra-wound analysis that compared DEGs associated with the angiogenic response within each layer of skin and relative to the “Full/Bulk” analyzed wounds that achieved the predetermined significance [significance determined to be a -log (*p*-value of 1.3 which equals a *p* < 0.05]. Associated DEGs were analyzed in the setting of the **(A)** control wound healing response at 8-h relative to 0-h baseline control and **(B)** NPWT-treated response at 8-h relative to 8-h control. A significance threshold line is denoted at 1.3. Size of bar denotes level of significance. Color of bars denote relative fold change directionality as either upregulated (*orange*) or downregulated (*blue*). DEGs that were common between control and NPWT wounds are “bolded” and denoted with an “*”.

**FIGURE 7:**
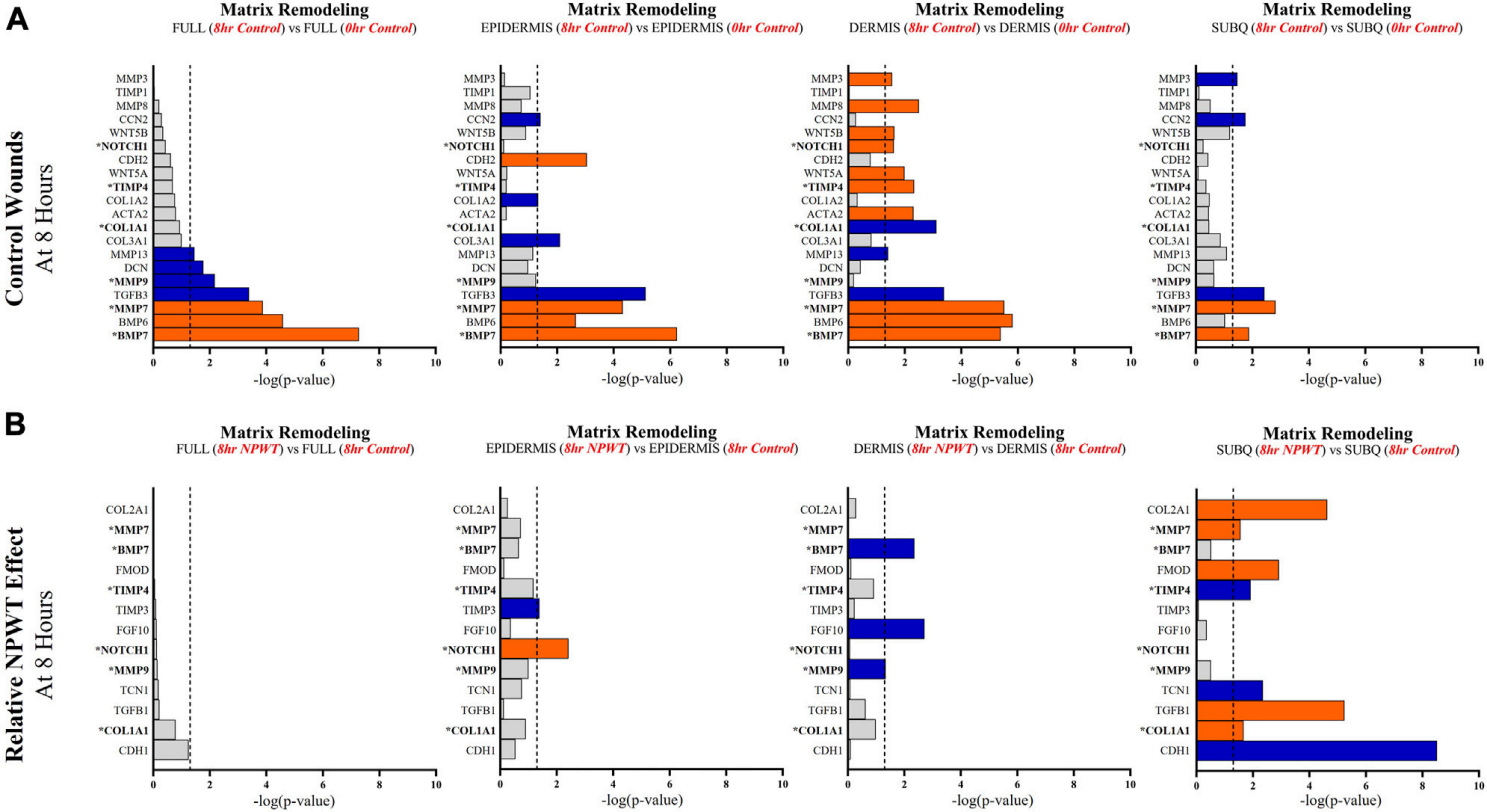
Stratification Analysis Identifies and Localizes Matrix Remodeling Responses Altered by NPWT. An intra-wound analysis that compared DEGs associated with the matrix remodeling response within each layer of skin and relative to the “Full/Bulk” analyzed wounds that achieved the predetermined significance [significance determined to be a -log *p*-value of 1.3 which equals a *p* < 0.05]. Associated DEGs were analyzed in the setting of the **(A)** control wound healing response at 8-h relative to 0-h baseline control and **(B)** NPWT-treated response at 8-h relative to 8-h control. A significance threshold line is denoted at 1.3. Size of bar denotes level of significance. Color of bars denote relative fold change directionality as either upregulated (*orange*) or downregulated (*blue*). DEGs that were common between control and NPWT wounds are “bolded” and denoted with an “*”.

When evaluating inflammatory signaling, there were a total of 23 signaling molecules significantly altered during untreated healing, whereas when looking specifically at genes that were altered with NPWT relative to the control response (i.e., the effect of NPWT) only 15 were observed, 6 of which were similar between untreated control and NPWT treatment (Figures 5A, B). Notably, 12 of the 23 (52%) genes included in the control response were not significant in the “Full/Bulk” comparison but were within one of the three stratified layer comparisons, including IL1B, IL6, and IL7 (Figure 5A). 

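Of the 23 inflammatory genes drawn in Fig. 5A, 18 could be tested in the “Full/Bulk” wounds. No named gene matched IL1B or CXCR2, and IL7, CCL17 and IL13 stayed under 1 CPM in every library. Relative to the 0-h baseline control, 4 genes passed an FDR of 0.05 in edgeR's quasi-likelihood test and 5 had an unadjusted p under 0.05, of which 4 rose and 1 fell, while DESeq2 on the 4 libraries called 8. The number with an unadjusted p under 0.05 ranged from 4 to 9 with each library left out in turn. The 4 genes past the threshold, named because they passed it, were IL1R1, CCR1, CSF1 and CXCL12. IL1R1 (ENSSSCG00000008162, chromosome 3, 52192912 to 52334734), a receptor for interleukin-1, rose from 54.4 ± 10.4 to 171 ± 55.9 CPM (SD, n = 2), a log2 fold change of 1.63 (standard error 0.17, adjusted p = 0.00480 from edgeR with Benjamini-Hochberg adjustment). CCR1 (chromosome 13, 29227218 to 29233862), a chemokine receptor, rose from 4.06 ± 0.347 to 22.6 ± 2.63 CPM (SD, n = 2), a log2 fold change of 2.47 (standard error 0.25, adjusted p = 0.00480 from edgeR). CSF1 (chromosome 4, 110178466 to 110198232) rose by 1.06 (standard error 0.18, adjusted p = 0.0233 from edgeR), and CXCL12 (chromosome 14, 91516383 to 91543857) fell by 0.94 (standard error 0.17, adjusted p = 0.0303 from edgeR) on the log2 scale. All 4 lost their call when either 8-h control library was left out, as did every other DEG of the 8-h control wounds. They also lost it without the animal as a block, where their adjusted p-values from edgeR lay between 0.0686 and 0.115.

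IL6 (ENSSSCG00000020970, chromosome 9, 91506421 to 91510830) was at 0.600 ± 0.530 CPM at 0 h and 4.75 ± 0.198 CPM at 8 h (SD, n = 2), a log2 fold change of 2.95 (standard error 1.15, adjusted p = 0.375 from edgeR). Its log2 fold change lay between 1.93 and 4.78 with each library left out, and the alternatives gave adjusted p-values from 1.01e-06 (DESeq2 on the 4 libraries) to 0.609. CXCL6 (listed in the table under its pig name AMCF-II) changed by 5.64 on the log2 scale (standard error 1.57, adjusted p = 0.246 from edgeR), from 0.0643 ± 0.0511 to 4.64 ± 3.15 CPM (SD, n = 2), with adjusted p-values from 2.16e-13 to 0.461 under the alternatives. IL7 (chromosome 4, 57677895 to 57744713) reached 82 counts, 0.980 CPM, in its highest library and was left out by the minimum of 1 CPM.

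**Figure D2:**
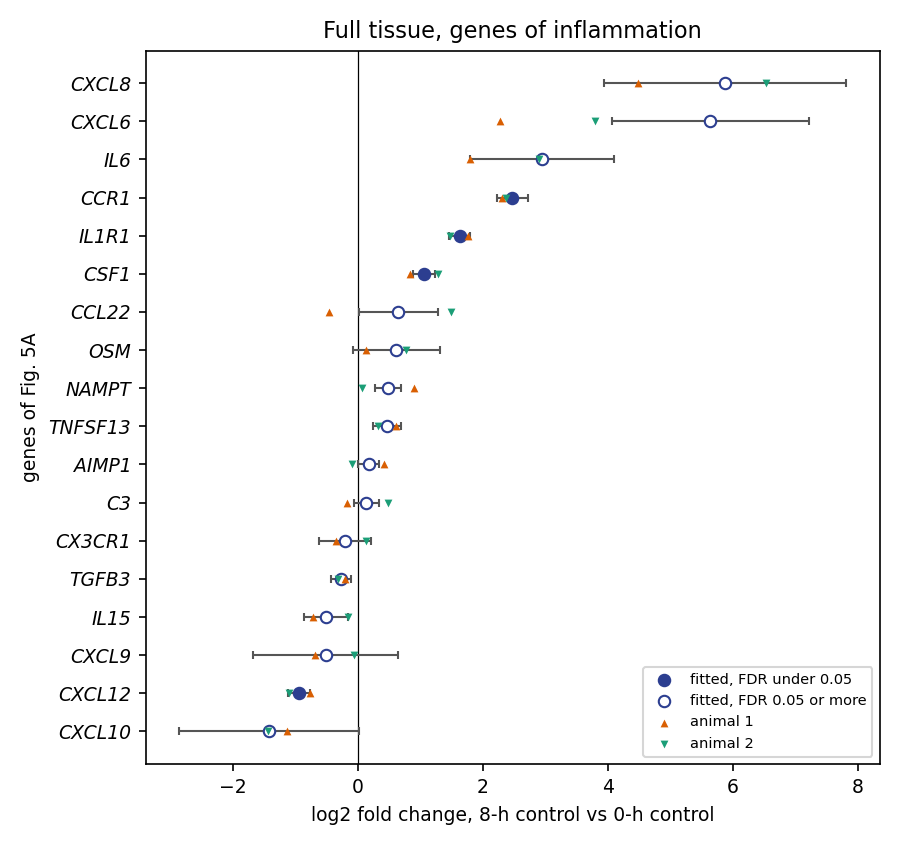
Log2 fold change in “Full/Bulk” wounds, 8-h control relative to 0-h baseline control, for the genes of Fig. 5A that could be tested. Circles are the fitted values with bars of ± 1 standard error, filled where the FDR is below 0.05, and the triangles are the log2 ratios of animal 1 (pointing up) and animal 2 (pointing down), computed with a pseudocount of 0.5 CPM; the fitted values run from -1.42 to 5.88.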

When evaluating the effect of NPWT, only 3 of the 15 significantly altered genes were observed within the “Full/Bulk” analysis (Figure 5B).

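For NPWT-treated relative to 8-h control “Full/Bulk” wounds, 13 of the 15 inflammatory genes of Fig. 5B could be tested. CCL20 was not matched by name and CCR8 stayed under 1 CPM. At an FDR of 0.05, edgeR called 0 of the 13 genes and DESeq2 on the 4 libraries called 2, which were CSF3 and IL6. CSF3 (ENSSSCG00000017488, chromosome 12, 22333445 to 22335949), the granulocyte colony-stimulating factor, was the 1 gene with an unadjusted p under 0.05 (0.0444 in edgeR's quasi-likelihood test). It was at 3.19 ± 0.682 CPM in 8-h control wounds and 14.1 ± 11.3 CPM with NPWT (SD, n = 2), a log2 fold change of 2.02 (standard error 0.69). The adjusted p for CSF3 was 1.00 in edgeR and 5.83e-06 in DESeq2 on the 4 libraries, and over the alternatives it ran from 5.32e-06 (DESeq2 on the 4 libraries with at least 1 CPM in every library) to 1.00. CSF3 was called in 3 of 9 alternatives. Its log2 fold change ranged from 0.87 to 2.83 with each library left out in turn. Levels of IL6 were 38.2 ± 24.8 CPM with NPWT (SD, n = 2), a log2 fold change of 3.01 relative to 8-h control wounds (standard error 1.11, unadjusted p = 0.0916 in edgeR). Its adjusted p was 1.00 in edgeR and 0.00174 in DESeq2 on the 4 libraries. In both animals CSF3 and IL6 were higher with NPWT, although by unequal amounts (log2 ratios of 1.03 and 2.43 for CSF3 and of 2.05 and 3.38 for IL6). IL1A changed by 0.68 on the log2 scale (standard error 1.04), less than its standard error. Over all 13 genes, the log2 fold changes ranged from -0.47 to 3.01. With each library left out in turn, between 0 and 5 of the genes had an unadjusted p under 0.05.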

When evaluating angiogenic signaling, there were a total of 28 signaling molecules significantly altered during untreated healing, whereas when looking specifically at genes that were altered with NPWT relative to the control response only 16 were observed, 7 of which were similar between untreated control and NPWT treatment (Figures 6A, B). 

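Among the 28 angiogenic genes of Fig. 6A, 24 could be tested in 8-h control relative to 0-h baseline control “Full/Bulk” wounds. VEGFB and CXCL16 were not matched by name, and NOS1 and HNF4A stayed under 1 CPM in every library. An unadjusted p under 0.05 was found for 14 genes, 10 higher and 4 lower at 8 h. At an FDR of 0.05, edgeR's quasi-likelihood test called 5 and DESeq2 on the 4 libraries called 7. The 5 genes were HMOX1, ANGPTL4, TIMP1, MMP8 and PDGFA, which are named because they passed the threshold. HMOX1 (ENSSSCG00000039745), heme oxygenase 1, rose from 13.2 ± 1.95 to 73.1 ± 5.66 CPM (SD, n = 2), a log2 fold change of 2.46 (standard error 0.20, adjusted p = 0.00290 from edgeR with Benjamini-Hochberg adjustment). ANGPTL4 (chromosome 2, 70905767 to 70912892) rose from 84.2 ± 9.38 to 306 ± 50.0 CPM (SD, n = 2), a log2 fold change of 1.86 (standard error 0.20, adjusted p = 0.00559 from edgeR). The calls of all 5 genes were lost when either 8-h control library was left out, as was every other call in 8-h control wounds. Those of MMP8 and PDGFA were also lost without the block.

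PDGFA (ENSSSCG00000007541, chromosome 3, 296399 to 322967), the platelet-derived growth factor subunit A, fell from 36.2 ± 6.76 to 21.5 ± 4.06 CPM (SD, n = 2), a log2 fold change of -0.75 (standard error 0.16, adjusted p = 0.0456 from edgeR). It was called in 5 of 8 alternatives, with adjusted p-values from 0.00152 to 0.225, and was not called by DESeq2 on the 4 libraries with either filter (adjusted p = 0.0590 and 0.0501) nor by edgeR without the block. INHBB (ENSSSCG00000038610, chromosome 15, 30999994 to 31004405), the inhibin beta B subunit, was at 16.7 ± 0.108 CPM at 0 h and 43.9 ± 20.7 CPM at 8 h (SD, n = 2). Its log2 fold change of 1.29 (standard error 0.26, adjusted p = 0.0515 from edgeR) lay just outside the threshold, and 6 of 8 alternatives called it, with adjusted p-values from 0.000173 to 0.221. ANGPT2 (ENSSSCG00000015753, chromosome 15, 37544177 to 37600925), angiopoietin 2, changed from 9.04 ± 0.300 to 14.0 ± 1.50 CPM (SD, n = 2), a log2 fold change of 0.63 (standard error 0.18, adjusted p = 0.102 from edgeR). It was called in 1 of 8 alternatives, with adjusted p-values from 0.0469 to 0.332. INHBA and SMAD2 changed by -0.70 (standard error 0.45) and 0.20 (standard error 0.18) on the log2 scale, and neither was called by edgeR or by DESeq2. INHBA was called in 1 fit with a library left out.

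**Figure D3:**
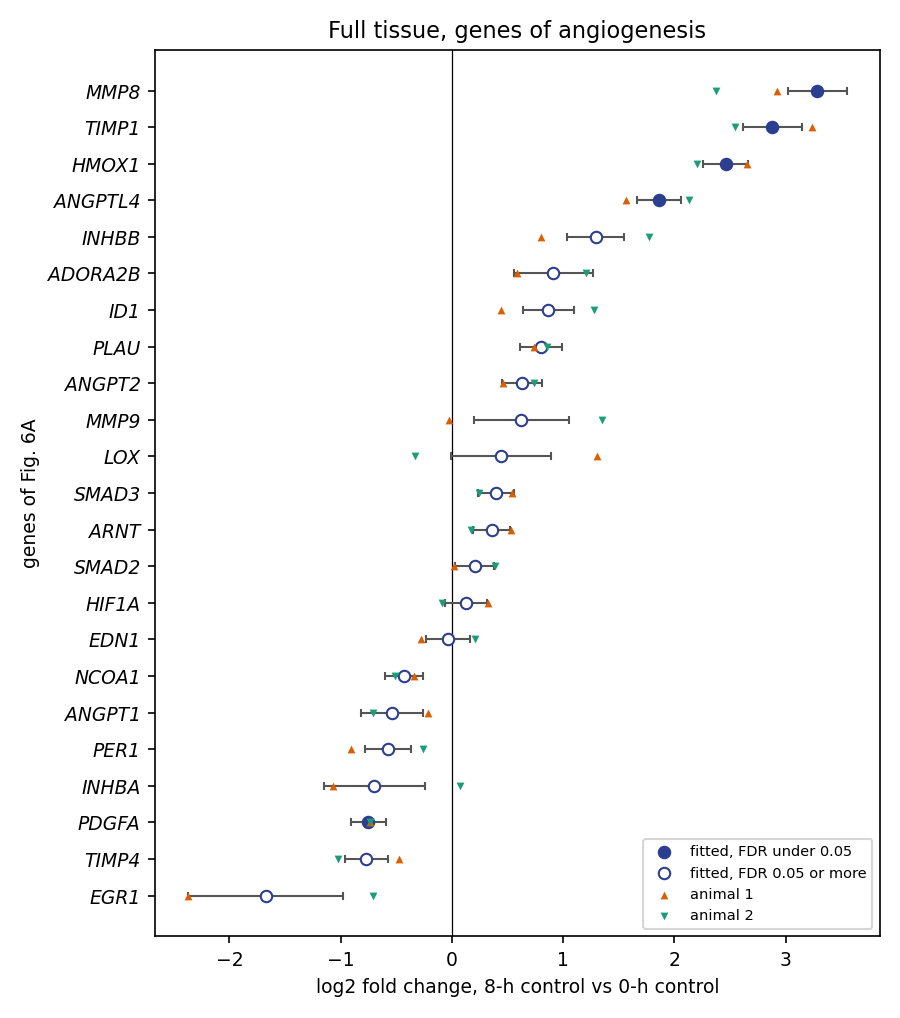
Log2 fold change in “Full/Bulk” wounds, 8-h control relative to 0-h baseline control, for genes of Fig. 6A that could be tested. Circles are the fitted values with bars of ± 1 standard error, filled where the FDR is below 0.05, and the triangles are the log2 ratios of animal 1 (pointing up) and animal 2 (pointing down), computed with a pseudocount of 0.5 CPM; the fitted values run from -1.68 to 3.29.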

Notably, 15 of the 28 (54%) genes included in the control response were not significant in the “Full/Bulk” comparison but were within one of the three stratified layer comparisons, including PDGFA, ANGPT2, and INHBB (Figure 6A). Notably, INHBA, SERPINE1, and SMAD2 are all significantly upregulated in all three stratified layers, whereas TIMP4 is significantly downregulated in all three layers. When evaluating the effect of NPWT, 0 of the 16 significantly altered genes were observed within the “Full/Bulk” analysis (Figure 6B). 

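All 16 angiogenic genes of Fig. 6B could be tested in NPWT-treated relative to 8-h control “Full/Bulk” wounds, and their log2 fold changes lay between -0.34 and 1.25. At an FDR of 0.05, 0 of the 16 were called by edgeR and 0 by DESeq2 on the 4 libraries. INHBA, a subunit of activin and inhibin, was the 1 gene with an unadjusted p under 0.05 (0.0274 in edgeR's quasi-likelihood test, adjusted p = 1.00). It was at 1.47 ± 0.163 CPM in 8-h control wounds and 3.50 ± 0.936 CPM with NPWT (SD, n = 2), a log2 fold change of 1.25 (standard error 0.45), and it was called in 0 of 9 alternatives. TIMP4 changed by 0.15 (standard error 0.19) on the log2 scale, less than its standard error. TIE1, MMP9, PTGS1 and NOTCH4 changed by 0.10, 0.14, -0.12 and -0.03, with standard errors of 0.20, 0.42, 0.24 and 0.18. NCOA1 changed by -0.34 (standard error 0.17). With each library left out in turn, between 0 and 2 genes had an unadjusted p under 0.05.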

Interestingly, the layer with the most activity in gene expression was the epidermis, with 10 out of 16 of the genes significantly modulated, where NPWT resulted in upregulation of TIMP4 and downregulation of SERPINE1. INHBA demonstrated an inversion of signal, with an upregulation in the epidermis and a downregulation within the dermis (Figure 6B). The dermis only had 2 uniquely expressed genes, TIE1 and MMP9, whereas the subcutaneous region had 3 genes, NCOA1, PTGS1, NOTCH4.

When evaluating matrix remodeling signaling, there were a total of 20 signaling molecules significantly altered during untreated healing, whereas when looking specifically at genes that were altered with NPWT relative to the control response only 13 were observed, 6 of which were similar between untreated control and NPWT treatment (Figures 7A, B). 

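Of the 20 matrix remodeling genes of Fig. 7A, 19 could be tested in 8-h control relative to 0-h baseline control “Full/Bulk” wounds, and MMP13 stayed under 1 CPM in every library. An unadjusted p under 0.05 was found for 9 genes, 3 higher and 6 lower at 8 h. At an FDR of 0.05, edgeR's quasi-likelihood test called 5 and DESeq2 on the 4 libraries called 6. The 5 genes were TIMP1, MMP8, CCN2, WNT5B and ACTA2, of which the last 3 are named because they passed the threshold. TIMP1 (ENSSSCG00000012277, chromosome X, 42103251 to 42106289), an inhibitor of matrix metalloproteinases, rose from 44.2 ± 14.8 to 322 ± 0.0447 CPM (SD, n = 2), a log2 fold change of 2.88 (standard error 0.26, adjusted p = 0.00494 from edgeR with Benjamini-Hochberg adjustment). It was called in 8 of 8 alternatives, with adjusted p-values from 4.09e-24 to 0.0263. MMP8 (ENSSSCG00000029675, chromosome 9, 33384034 to 33397637), the neutrophil collagenase, rose from 0.760 ± 0.119 to 7.65 ± 2.93 CPM (SD, n = 2), a log2 fold change of 3.29 (standard error 0.26, adjusted p = 0.00282 from edgeR). It was called in 5 of 6 alternatives, with adjusted p-values from 9.18e-24 to 0.0549, the last without the block. CCN2, WNT5B and ACTA2 fell by 2.10, 1.24 and 0.83 on the log2 scale, with standard errors of 0.21, 0.25 and 0.18. Each of these 5 calls was lost when either 8-h control library was left out, as was every other call in 8-h control wounds. That of ACTA2 was also lost without the 0-h library of animal 2. Without the block, CCN2, WNT5B and ACTA2 were not called either (adjusted p from 0.164 to 0.243 in edgeR).

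MMP3 (ENSSSCG00000014985, chromosome 9, 33446969 to 33453995), stromelysin 1, had the largest fitted change of the panel, from 1.42 ± 1.45 to 188 ± 1.83 CPM (SD, n = 2), a log2 fold change of 7.33 (standard error 1.04, adjusted p = 0.102 from edgeR). It was called in 2 of 6 alternatives, with adjusted p-values from 1.90e-14 to 0.221. COL1A1 (ENSSSCG00000036135, chromosome 12, 26379087 to 26397180) and COL3A1 (ENSSSCG00000016034, chromosome 15, 93556914 to 93595678) encode the main fibrillar collagens of skin. COL1A1 was at 81627 ± 36875 CPM at 0 h and 136253 ± 17538 CPM at 8 h (SD, n = 2), a log2 fold change of 0.76 (standard error 0.38, adjusted p = 0.334 from edgeR). COL3A1 was at 42926 ± 17449 and 66719 ± 14436 CPM (SD, n = 2), a log2 fold change of 0.64 (standard error 0.36, adjusted p = 0.393 from edgeR). The animals differed, with log2 ratios of 1.42 and 0.20 for COL1A1 and of 1.33 and 0.03 for COL3A1. TIMP4 (ENSSSCG00000033000, chromosome 13, 68179803 to 68191199) fell from 25.1 ± 5.43 to 14.6 ± 0.840 CPM (SD, n = 2), a log2 fold change of -0.77 (standard error 0.19, adjusted p = 0.0695 from edgeR). It was called in 2 of 8 alternatives, with adjusted p-values from 0.0105 to 0.196.

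**Figure D4:**
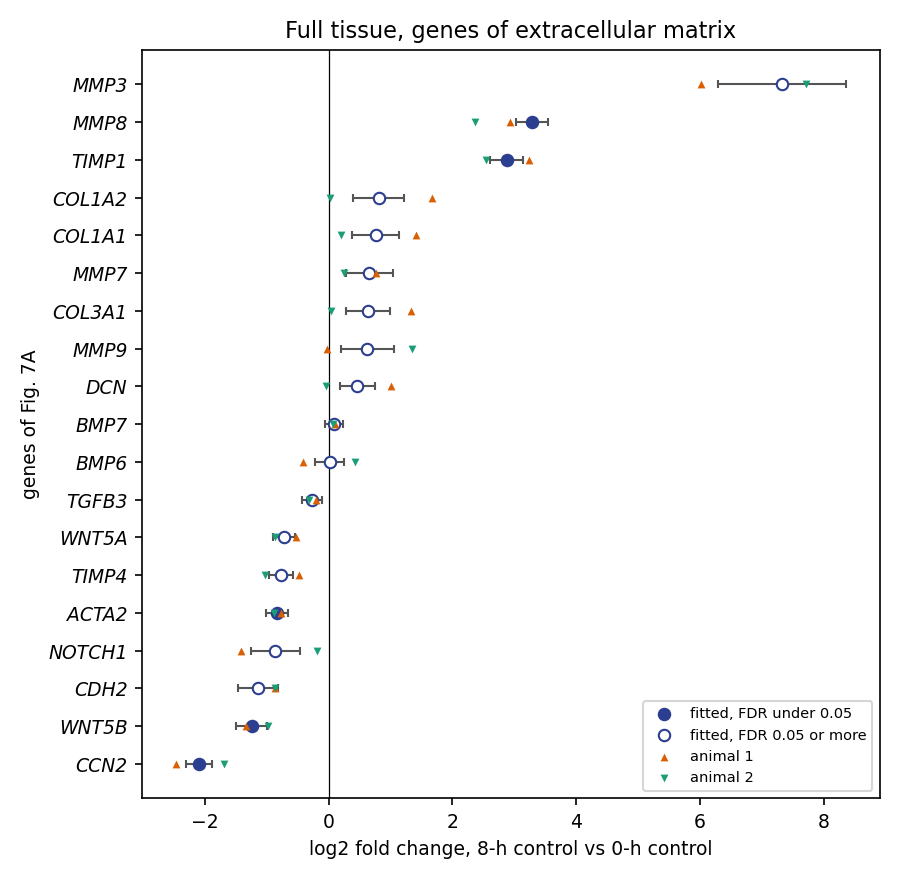
Log2 fold change in “Full/Bulk” wounds, 8-h control relative to 0-h baseline control, for the genes of Fig. 7A that could be tested. Circles are the fitted values with bars of ± 1 standard error, filled where the FDR is below 0.05, and the triangles are the log2 ratios of animal 1 (pointing up) and animal 2 (pointing down), computed with a pseudocount of 0.5 CPM; the fitted values run from -2.10 to 7.33.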

Notably, 13 of the 20 (65%) genes included in the control response were not significant in the “Full/Bulk” comparison but were within one of the three stratified layer comparisons, including the notable genes MMP3, MMP8, COL1A1, COL3A1, TIMP1, and TIMP4 (Figure 7A). During untreated acute healing the dermis layer appeared to demonstrate the greatest upregulation of matrix remodeling activity, whereas the subcutaneous exhibited the least (Figure 7A). 

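For the matrix remodeling genes of Fig. 7B, all 13 could be tested in NPWT-treated relative to 8-h control “Full/Bulk” wounds, with log2 fold changes from -2.11 to 0.34. At an FDR of 0.05, 0 genes were called by edgeR and 0 by DESeq2 on the 4 libraries. COL2A1 and MMP7 had an unadjusted p under 0.05 and are named for that reason. MMP7 (ENSSSCG00000014982, chromosome 9, 33214590 to 33225080), matrilysin, was at 2.43 ± 0.487 CPM in 8-h control wounds and 0.762 ± 0.276 CPM with NPWT (SD, n = 2). Its log2 fold change was -1.70 (standard error 0.40, unadjusted p = 0.00269 and adjusted p = 0.998 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL2A1 (ENSSSCG00000025523, chromosome 5, 78350131 to 78380893) was at 1.72 ± 1.54 CPM in 8-h control wounds and 0.324 ± 0.0765 CPM with NPWT (SD, n = 2), a log2 fold change of -2.11 (standard error 0.66, unadjusted p = 0.0192 in edgeR). When at least 1 CPM was required in every library, 0 genes had an unadjusted p under 0.05. That filter had removed COL2A1 and MMP7 untested, since both lay under 1 CPM with NPWT.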

When evaluating the effect of NPWT, 0 of the 13 significantly altered genes were observed within the “Full/Bulk” analysis (Figure 7B). Interestingly, the subcutaneous region exhibited the greatest alteration of matrix remodeling activity after NPWT, with 8 of the 13 significantly altered genes being uniquely expressed, whereas the epidermis exhibited only 2, and the dermis only 3 (Figure 7B).

## 4 Discussion

The development of new wound dressings and therapies is an ever-growing field of research, with new targeted and personalized wound dressings for specific applications at the forefront of investigative research (Hodge et al., 2022). However, the skin is a diverse and stratified tissue comprising of diverse populations within the epidermis, papillary dermis, reticular dermis, and subcutaneous adipose (hypodermis) (Shaw and Martin, 2009). Within each stratified layer there are unique compositions of critical structures, including various degrees of lymphatics, blood vessels, sensory nerve endings, glands, and hair follicles. Additionally, each layer is composed of distinct cell populations, as well as supporting cell populations that all ultimately contribute to the processes involved in the maintenance of skin homeostasis and the wound healing response (Shaw and Martin, 2009). Therefore, a targeted approach to analyzing wounds is necessary in order to tease apart and fully understand the immense complexity of the tissue and its regenerative processes. Additionally, generating a fundamental understanding of how acute wound responses relate to long-term trajectory of wound outcomes and how acute interventions and wound dressings modulate the molecular profile of specific cells is critical to advancing targeted therapies.

One such wound therapy, that is, widely utilized is NPWT, and it offers the opportunity for customization and tailoring for specific applications, such as modulating the foam dressing material (e.g., polyurethane *versus* polyvinyl alcohol), structural properties of the dressing (e.g., pore sizes or hydrophobicity), incorporation of instillation and wound irrigation, or may be used in combination with other wound therapies or inclusion of tissue regeneration modalities. However, to date, a basic understanding of the acute temporal-spatial effects of NPWT on wound tissue at a molecular level, relative to physiological healing, is poorly understood. Clinically, we see enhancements of granulation tissue formation, modulation of inflammation, and mitigation of bacterial burden, but how NPWT globally alters specific molecular signaling pathways in both time and space to ultimately achieve these processes is not well documented. Therefore, NPWT was utilized within this methodological study to provide context for a new “proof-of-concept” *in vivo* study design and multiplex molecular analysis approach to provide new insight into NPWT molecular signaling.

In this study a new incisional porcine wound model was created to screen and standardize the processing and analysis of wound interventions in an acute setting, such as NPWT (Supplementary Figure S1). Since understanding the acute physiological responses and interactions of tissue with wound dressing inserts was desired, an incisional model was utilized to maximize the number of timepoints and dressings that could be compared in parallel. Additionally, as we know, early signaling is critical for the proper progression to later downstream signaling pathways, yet there is very little literature on acute wound signaling and genomics. By inflicting a wound with a depth that penetrated through the subcutaneous layer, we were also able to analyze all three major layers of skin. Each wound was bisected, with one-half serving as the “Full/Bulk” analysis, that is, standard for current wound genomic studies, and the other half was stratified into the 3 layers of the skin to allow for direct comparisons within the same wound (Figures 1D, E). The goal of this study was to depict, in principle, the advantages of this methodology, and thus only a comparison between NPWT-treated (Granufoam™ with 125 mmHg vacuum) and untreated control healing (no dressing insert or vacuum) at 8 h was evaluated.

When assessing for global gene expression changes in control and NPWT-treated wounds, significant diversity was observed in expressional profiles within each layer of skin within the same wounds, with each layer of the control wound exhibiting over 50% of their gene expression unique to that respective layer, with the dermis having the greatest number of unique DEGs at 71%. The NPWT-treated wound exhibited a similar pattern of gene expression diversity (Figure 2A). Thus, the previously utilized “Full/Bulk” approach to wound genomics is an amalgamation of the entire wound healing response within the tissue, however it does not provide any spatial information as to where unique signaling is coming from.

Further extrapolation of the wounds’ gene expression profiles was performed via direct comparison of NPWT-treated and control healing at each layer, which depicted extensive heterogeneity in signaling. However, when comparing the global gene expression of the stratified layer analyses *versus* the “Full/Bulk”, there was over a 50% decline in total number of DEGs in the “Full/Bulk” group (Figure 2B). This is likely due to competing signals between layers within a wound and dilution of signaling from other layers. This phenomenon is demonstrated in Figure 3, where specific canonical signaling pathways that are minimally altered within the “Full/Bulk” analysis are newly revealed within the stratified analysis or exhibit amplification and/or inversion of signal, which are highlighted with the IL17, FAK, and iNOS signaling pathways (Figure 3B). This suggests that if there is upregulation in one layer of skin and downregulation in another layer, then these two signals could cancel out and result in no signal present when performing a “Full/Bulk” tissue analysis, resulting in a loss in pertinent spatial information regarding the wound healing process. To the authors’ knowledge, this is the first depiction of the diverse temporal-spatial modulation of signaling pathways for acute physiological healing in the context of NPWT in such a manner. Thus, the sensitivity and specificity of “Full/Bulk” analytical approaches is drastically hindered due to competing signals within different layers of skin tissue that may result in key hidden signaling pathways.

Next, to further demonstrate the dilution of key signaling pathways in traditional “Full/Bulk” processing and subsequently examine the increased specificity associated with our stratified approach, the authors investigated changes in the top changes in canonical and regulatory pathways within untreated control wounds and compared the traditional “Full/Bulk” approach to changes solely within the dermis to reveal hidden signaling. As expected, there was over a 6-fold increase in significantly altered canonical signaling pathways when performing the stratified analysis with just the dermis, relative to the “Full/Bulk (Figures 4B, E). Moreover, the “Full/Bulk” signaling was less specific and broadly associated with inflammatory activity in a variety of tissues and the top regulatory network was much more complex in nature (Figure 4C). Whereas the dermis stratified analysis revealed 17 hidden canonical pathways, and when assessing the top regulatory network correlated with the dermal gene activity, a more concise and focused network tree was observed (Figures 4E, F). Specifically, the top regulatory network in the dermis was found to be associated with leukocyte and phagocyte migration into the dermis, an expected key wound healing event that occurs in the dermis within the first 24 h (Figure 4F). Unsurprisingly, 3 of the top upstream regulators found in both analyses are IL1B, IL6, and TNF, all of which have broad activity functions during wound healing and the inflammatory response. However, a top upstream regulator found within the dermis that was not noted within the “Full/Bulk” samples is S100A9, a key damage associated molecular pattern (DAMP), that is, found in myeloid cells, such as macrophages, and a known modulator of inflammatory activity, which is recently being investigated for a potential role in re-epithelialization (Figure 4H) (Kerkhoff et al., 2012). Thus, further investigations into physiological regulators may reveal critical prognostic markers for specific wound types (e.g., burns and diabetic ulcers) and potential targets for optimizing current and future wound therapies.

Subsequently, a direct intra-wound and inter-wound comparison between skin layers of DEGs associated with specific wound healing pathways was evaluated, including inflammation, angiogenesis, and matrix remodeling. Genes included in the analysis for each pathway were derived from a larger gene pool predefined to be associated with each pathway. Thresholding was used to denote DEGs that reached a -log (*p*-value) of 1.3 denoted as significant. However, a DEG had to only reach significance in one of the four groups to be included within the analysis, thus, hidden signaling in a single layer could be identified and its relative expression compared to other layers. This was done for both control wounds at 8-h, relative to the 0-h baseline control, and as a direct comparison of the effect of NPWT at 8-h, relative to 8-h control. It is important to note that the NPWT-treated profile is not the absolute/global profile of the wounds but relative to the 8-h control wounds to assess for the direct effect of NPWT. This approach revealed that over 50% of the significantly expressed DEGs in each of the three pathways being hidden within the “Full/Bulk” analysis for the control group, and over 80% for the NPWT-treated group. Further demonstrating a significant loss in spatial gene expression information in acute wound healing with the “Full/Bulk” analysis.

Further evaluation revealed that several keys signaling markers in all three pathways were being differentially expressed in a specific layer of skin tissue that was not observed in “Full/Bulk” analysis. For example, in the 8-h control groups, the inflammatory markers IL6 and IL1B were only differentially expressed in the epidermis and subcutaneous regions, whereas IL7 and CXCL6 were only expressed in the dermis. Moreover, the epidermis and dermis appear to have similar inflammatory expressional profiles overall, whereas the subcutaneous region had a much less extensive inflammatory role in acute wound healing. Notably, CXCL6 has recently been investigated as a potential biomarker for wound healing in the context of diabetic wounds (Eming et al., 2010; Wang et al., 2019), suggesting a potential origin of this factor may be within the dermis, although this was not a diabetic model and this would need further investigation. Similarly, within the NPWT wounds, the inflammatory marker IL6 was only significantly altered (downregulated) within the epidermis, IL1A was only significantly altered (downregulated) within the dermis, and CSF3 (granulocyte colony-stimulating factor) was only significantly altered (upregulated) within the subcutaneous region (Figures 5A, B). Interestingly, NPWT appeared to exhibit, in the acute setting, an anti-inflammatory stimulus relative to untreated control wounds. Thus, the stratified approach allows for the targeted observation of the inflammatory profile of wounds within defined regions of tissue and the opportunity to assess inflammatory markers for prognostic applications.

Angiogenic and matrix remodeling signaling profiles exhibited similar patterns, with substantial heterogeneity in signaling between layers and 0 differentially expressed genes within the “Full/Bulk” sample groups after NPWT treatment for either pathway. 

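VEGFA (ENSSSCG00000001695, chromosome 7, 38746393 to 38762282), the vascular endothelial growth factor A, was at 55.2 ± 10.9 CPM at 0 h and 67.6 ± 19.5 CPM in 8-h control “Full/Bulk” wounds (SD, n = 2). Its log2 fold change was 0.31 (standard error 0.29, adjusted p = 0.645 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a sign that differed between the animals (log2 ratios of -0.22 and 0.77). FGF2 (ENSSSCG00000036213, chromosome 8, 101278877 to 101344084), the basic fibroblast growth factor, rose from 21.2 ± 8.39 to 45.1 ± 14.8 CPM (SD, n = 2), a log2 fold change of 1.12 (standard error 0.16, adjusted p = 0.0170 from edgeR). It was higher at 8 h in both animals (log2 ratios of 1.16 and 1.02) and was called in 7 of 8 alternatives, with adjusted p-values from 3.03e-06 to 0.402, the last without the animal as a block. The call of FGF2 was lost when the 8-h control library of either animal was left out, as was every other call in 8-h control wounds. NOS1 (chromosome 14, 35112898 to 35299297), the neuronal nitric oxide synthase, reached 58 counts, 0.693 CPM, in its highest library and was left out by the minimum of 1 CPM. Between NPWT-treated and 8-h control wounds, VEGFA changed by 0.22 (standard error 0.29), FGF2 by 0.04 (standard error 0.16), NOS3 by 0.05 (standard error 0.26), CDH5 by 0.11 (standard error 0.20) and ANGPT2 by 0.26 (standard error 0.18) on the log2 scale, and edgeR called none of these 5 at an FDR of 0.05. TGFB1 changed by 0.00 (standard error 0.21).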

Notably, within the angiogenic pathway, several key markers appear to not be significantly expressed in the acute setting, including VEGFA, NOS1, or FGF2, markers considered to promote angiogenesis in wound healing. Thus, these critical markers may receive input from a different regulatory marker initially before becoming upregulated in wounds, during both untrated control wounds and with NPWT. Interestingly, significant gene expression associated with angiogenesis is occurring within the epidermis, rather than the dermis, including NOS3 (eNOS), CDH5 (VE-Cadherin), and ANGPT2 (Angiopoietin 2). Additionally, there is a direct inversion in signaling for INHBA activity between the epidermis and dermis with NPWT treatment (Figures 6A, B). Conversely, in regard to matrix remodeling, the dermis appears to be the most significant influencer of early signaling of control wounds, with significant modulation of MMP, TIMP, and BMP signaling. The subcutaneous adipose layer has the least impact during untreated control wound healing. However, this signaling is flipped upon exposure to NPWT, where there is limited additional activity within the dermis but a significant modulation of activity within the subcutaneous layer. This includes an upregulation in TGFB1 activity coming exclusively from the adipose tissue in an acute setting after NPWT treatment, whereas there is not a significant alteration in TGFB1 activity acutely in the control wounds (Figures 7A, B).

An important limitation to point out within this study is the use on only two animals, subsequently resulting in only two biological replicates (n = 2). In order to increase the rigor and external validity of the dataset, a number of steps were taken. First, experts at the Genome Core Facility processed all the tissue and extracted the RNA. A blinded bio-informaticist was utilized to process the raw data counts into DEGs. Then strict parameters were utilized to decrease the likelihood of including false positive and false negative data. Additionally, the DESeq2 package used to obtain DEGs in this study implements advance empirical Bayes methods to estimate gene-specific biological variation under minimal levels of biological replication (as low as two as stated by the authors of the package) by leveraging variance information across genes instead of treating each gene independently (Love et al., 2014; Schurch et al., 2016). Moreover, it is also important to note that the purpose was to introduce a new approach and methodology for processing and analyzing tissue, such as wound tissue, to provide more robust and accurate datasets for downstream analyses.

Although there are a number of studies to date looking into genomic expression profiles of wound healing with or without a wound interventional strategy (e.g., NPWT), there is limited information regarding a temporal and spatial perspective combined, especially in an acute setting (Derrick and Lessing, 2014; Ma et al., 2016; Brownhill et al., 2021). Moreover, there are not any standardized models for assessing wound interventions and dressings, such as that proposed in this study. There are recent advancements in genome sequencing, such as single cell sequencing or 10X spatial transcriptomics, now available that provide a wealth of information and may be more appropriate in certain scenarios. However, there are still limitations to these strategies, including lack of spatial information in single cell sequencing and a need to keep tissue/cells alive and viable, which can be difficult for large scale *in vivo* studies (Williams et al., 2022). Additionally, spatial transcriptomics can be associated with concerns of feasibility in larger studies due to the requirement of imaging every wound/tissue section, in addition to accessibility to sequencing cores with the right equipment and staff, and the economical burdens associated with these newer expensive spatial transcriptomic modalities (Williams et al., 2022). One of the many benefits of this methodology is that it can be paired with any currently available genomics core capable of performing RNA sequencing, or other genomic analysis technique preferred, such as microarrays or RT-PCR. Therefore, the methodology presented in this study provides an alternative to those unable to perform the abovementioned methods, but can also work synergistically with those methods when paired appropriately.

## 5 Conclusion

Overall, the goal of this study is to highlight the need for more targeted genomic analyses of wound healing modalities and subsequently evaluate the validity of the approach proposed. This study demonstrated a substantially different genomic perspective when stratification of wound tissue is performed rather than “Full/Bulk” analyses. Thus, there could be specific dynamic molecular mechanisms responsible for many currently utilized wound healing therapies that can be potentially identified with this methodology and tailored for future therapies. Additionally, with the increased sensitivity and specificity of a stratified tissue analysis, biomarkers for chronic and/or complex wounds could be identified and wound dressings can be tailored to release specific biomodulatory compounds within a specific region of the wound. Moreover, pairing the genomic data with additional analytical approaches such as proteomics, histology, electron microscopy, and immunolabeling permits the opportunity to not only better understand how wound interventions augment the healing process, but to also provide new insight into physiological healing at a deeper level. The results from this study and continued investigations may be able to directly translate to the clinical setting in a variety of scenarios via the optimization of therapeutic parameters for current utilized therapies, such as NPWT.

## Data Availability

Raw data uploaded to the NCBI GEO database, series ref. #GSE233863. Please use the following link to access https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233863.

# Supplementary material for: A method for temporal-spatial multivariate genomic analysis of acute wound healing via tissue stratification: a porcine negative pressure therapy pilot study
**Source:** Front Mol Med. 2023 Aug 31;3:1195822. doi: 10.3389/fmmed.2023.1195822
**Supplement:** Supplementary file 1

**
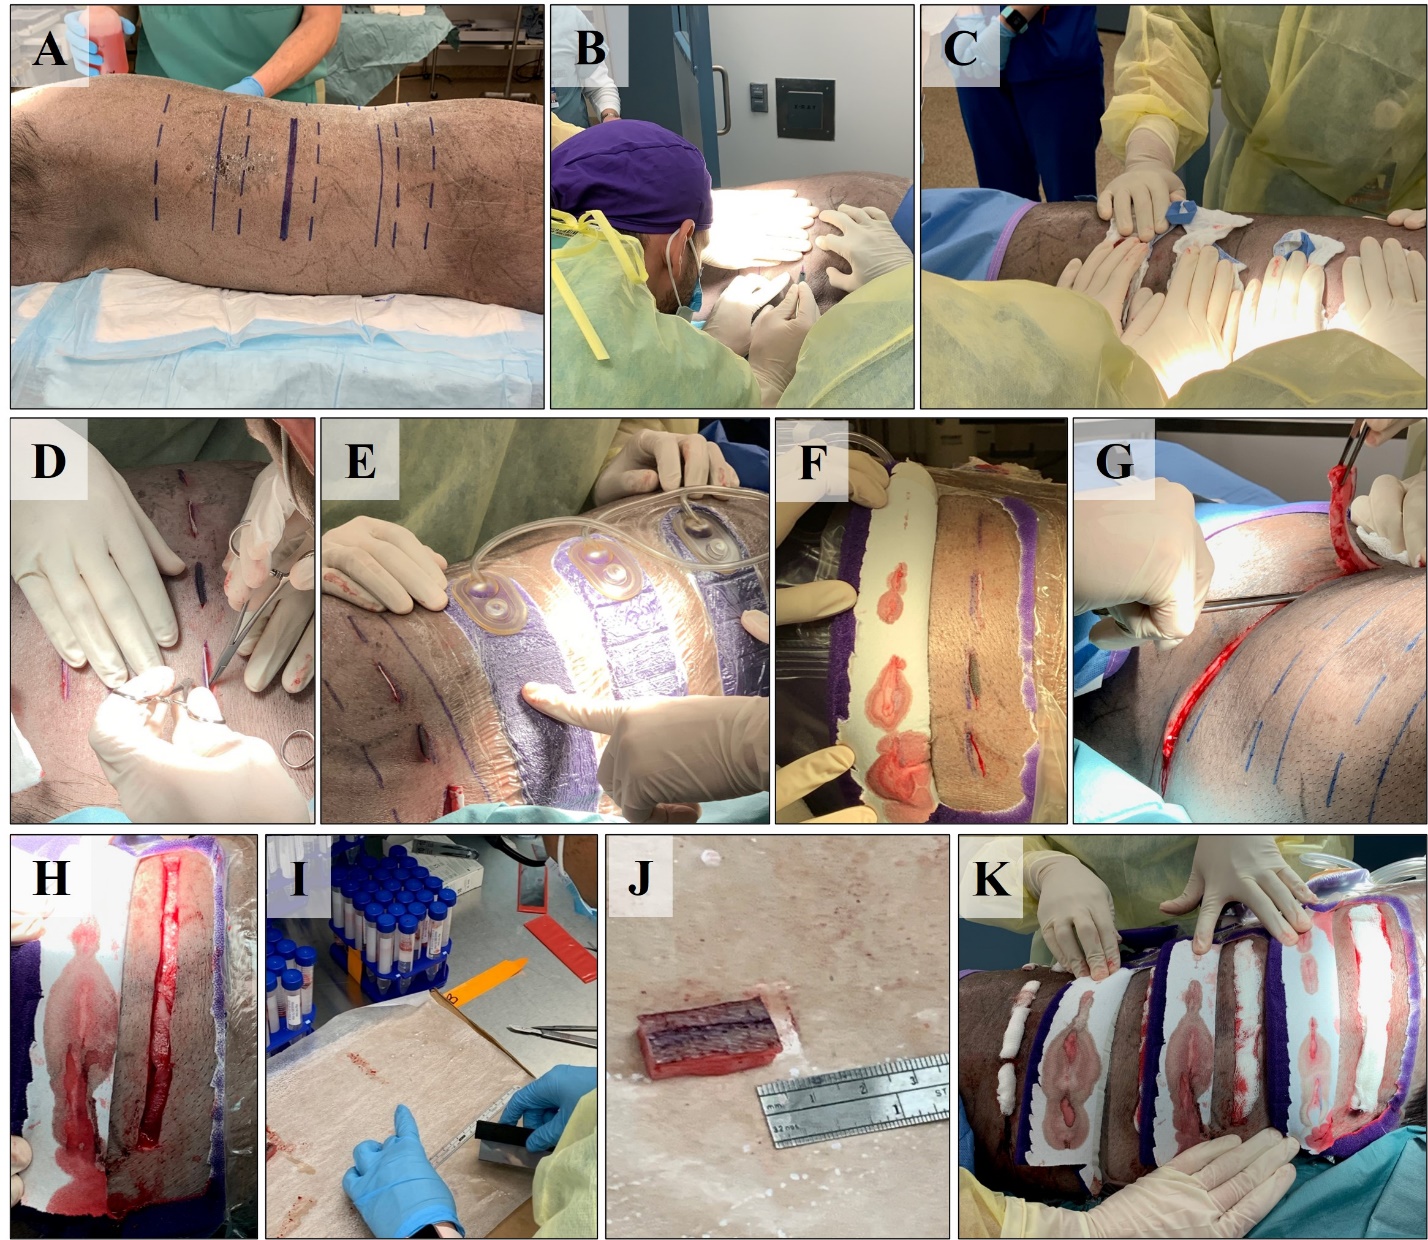
Supplemental Figure 1:** **Photographic Depiction of the Surgical Procedure Overview and Processing of Wounds.** (A) A prefabricated 3D-printed stencil was placed on the sides of the animal and the array/grid was marked with a surgical pen prior to surgery. (B) Incisional wounds were inflicted in a 4x4 array on each side of the animal with a 3D-printed scalpel guide to standardized wound depth and size. (C) Wounds were compressed for 2-minunts to control for bleeding. (D) Pre-cut wound dressing materials were inserted into each appropriate wound for each timepoint. (E) On one side of the animal, NPWT vacuum was applied for the pre-determined timepoints. (F) At each respective timepoint, vacuum was discontinued and the overlaying Prevena dressing was removed and imaged. (G) The timepoint column was removed as a single strip of tissue containing all four incisional wounds and dressing inserts at a depth of 2cm. A double-scalpel guide was used to standardize the explant width and depth, subcutaneous attachments on the deep aspect of the wounds were cut to detach wound from the animal. (H) Newly inflicted wounds from explant process were hemostatically controlled and imaged. (I) Larger strip of wound explant was processed in the surgical suite (J) via a Dermatome blade to separate the four incisional wounds into separate pieces of tissue followed by additional dissection into four smaller sections for each wound. (K) Wounds were imaged at the conclusion of the surgery to depict serous fluid removal via absorption onto the Prevena dressing.

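The array places 16 incisions on each side of the animal, in 4 rows by 4 columns. A column holds the wounds collected at one timepoint, so that it can be removed as a single strip of tissue, and a row holds the wounds of one dressing material, with the untreated control as a row of its own. One side of the animal received the vacuum and the other did not. The libraries in the deposited table carry wound numbers 1, 13 and 15 and a letter for the side, whereas the sample labels give the timepoint, dressing and vacuum. Of 16 ways to number such an array from one of its corners, 1 places the 0-h control at number 1, the 8-h control at number 13 and the 8-h GranuFoam wound at number 15. It counts column by column, beginning with the control wound of the 0-h column, and each of the other 15 ways puts at least 1 of these numbers at another wound. In this layout, the 0-h and 8-h wounds of an animal lie in different columns, and the NPWT-treated and control wounds lie in different rows and on different sides of the animal.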

**
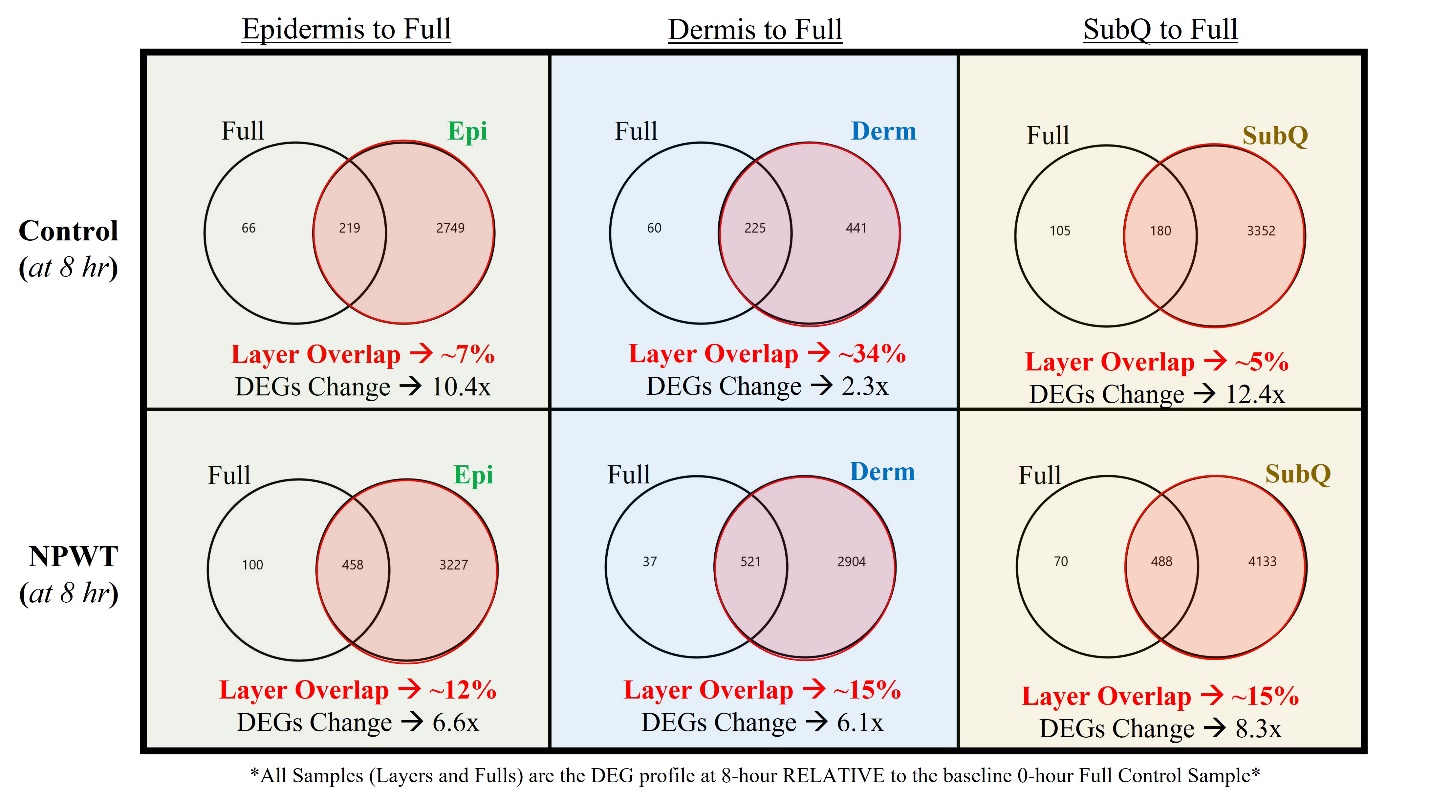
**

**Supplemental Figure 2:** **Similarity in Global Gene Expression Profiles Between Full Samples and Stratified Wound Layers.** DEG profiles from samples of either “Full” at 8-hour or Epidermis, Dermis, or SubQ at 8-hour were obtained relative to the initial baseline expressions (relative to the 0-hour baseline control sample). Then Venn Diagrams were generated for each Full and Layer pair to depict the relative overlap in DEGs for each layer pairing, including Epidermis (*Green*), Dermis (*Blue*), and SubQ (*Yellow*). Graphical depictions of DEGs are included for both the Control (*Top Row*) and NPWT-treated (*Bottom Row*) wound samples. “Layer Overlap” is the calculated percentage of common DEGs of the specified layer with the Full group (i.e., the number of similar DEGs divided by total DEGs for that specific layer). The “DEGs Changed” depicts the fold change in total number of DEGs for each layer relative to the traditional Full comparison. Of note, the graphs do not depict directionality, only overlap in DEGs that have met the predefined threshold of an FDR less than 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

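RNA from incisional wounds of 2 pigs was sequenced, and 6 “Full/Bulk” libraries were analyzed, 1 per animal for the 0-h baseline control, the 8-h control and the NPWT-treated wound (GranuFoam under 125 mmHg of vacuum for 8 h). Animal 1 and animal 2 follow the order of the numbers by which the labels name the animals. The series holds 24 samples, of which 18 are separated layers (epidermis, dermis and subcutaneous). The 18 columns of separated layers in the deposited table were not used, because their names carry a letter, A, B or C, that neither the labels nor the text of the paper pairs with a layer. The 6 columns used are named by animal, wound number and side. They were matched to the samples through the array of 4 by 4 wounds that the paper describes, since 1 of 16 numberings of that array gives the 3 wounds that the labels name. The text of the paper does not state the numbering, and every comparison here rests on it.

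The values are raw counts per gene. To make them, the authors sequenced paired-end reads from strand-specific libraries, mapped them with STAR to Sscrofa11.1 with the annotation of Ensembl and counted them with featureCounts, and they deposited the counts without normalization, with the animals kept apart. The paper's text does not give the featureCounts version or its settings for strand, multiple mapping and read pairs. Low counts were even more often than odd, so that a count may not be 1 fragment, and counts divided by 2 were run as an alternative chosen after seeing the data. Total counts per library ranged from 63463106 to 83653472, and between 19863 and 20831 genes had at least 1 count. The table lists 31908 genes, and 15410 of them (48.3%) have no symbol. A reference table of gene names filled 851 symbols by identifier, and 14559 genes stayed unnamed. Genes were otherwise matched by symbol, with 1 older pig name (AMCF-II for CXCL6), and 20 genes named in the text, the figures or the marker lists were not matched by name. Each of the 15 pairs of libraries differed in its counts.

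All computations were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The DEGs were called with edgeR's quasi-likelihood test (robust dispersion estimates, TMM normalization, the animal as a block, Benjamini-Hochberg adjustment, FDR below 0.05) over the 14243 genes with at least 1 CPM in at least 1 of the 6 libraries, where a minimum over all 24 libraries had been set. 3 comparisons were made, namely 8-h control with 0-h baseline control, NPWT-treated with 0-h baseline control, and NPWT-treated with 8-h control. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The log2 ratios of single animals used a pseudocount of 0.5 CPM. A gene at 0 counts is given a limit of 3 counts, and shares have Wilson intervals at a confidence level of 95%, both of which cover counting error only. Pathway, upstream regulator and network scores of IPA were not recomputed.

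The alternatives were DESeq2 on the same 6 libraries, DESeq2 on the 4 libraries of a comparison, DESeq2's size factors in edgeR, a minimum of 1 CPM in every library, no filter beyond 1 count, no block, a fold change of at least 1.5, and each library left out in turn. DESeq2 ran on the 14243 genes of edgeR's test, whereas the paper removed genes under 1 CPM in any of its samples before DESeq2. DESeq2 on 4 libraries over the 12534 genes with at least 1 CPM in each of the 6 libraries was therefore added after seeing the data, and the paper's filter over all samples was not applied, since the libraries of the layers were not used. Where a group was left with 1 library, that library was assumed to vary like the other groups. Both animals had every wound, so the animal pairs the libraries. As a check, the deviations of the libraries from their group means were correlated across genes within an animal. The Pearson correlation was 0.585 between the 0-h and 8-h control wounds, -0.295 between the 0-h and NPWT-treated wounds and 0.020 between the 8-h control and NPWT-treated wounds, while Spearman's rho was 0.342, 0.219 and 0.486. The pairing therefore rests on the animals and not on this check, and the crossed pairing was added after seeing the data.

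The test was checked on simulated counts for the comparison of 8-h control with 0-h baseline control over 14243 genes, 200 of them changed. edgeR called 126 of the changed genes (63%), and 113 of the 118 changed at least 4-fold, while 23 of its calls (15.4%) were unchanged genes, above the 5% that the threshold names. Without the block, 95 changed and 4 unchanged genes were called (4.04% of the calls). DESeq2 called 142 changed and 45 unchanged genes on 6 libraries (24.1% of the calls), and 140 and 56 on 4 libraries (28.6%). These shares come from a single draw with 200 changed genes. They were not estimated for the larger numbers of DEGs called in the data. To allow for the shared 0-h libraries, 20 simulations of unchanged groups, with every library drawn anew, were set beside the overlap of the comparisons.

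The genes named in the text are those that the results and discussion of the paper name, those with a fold change in Fig. 4G, for 8-h control relative to 0-h and for NPWT relative to 8-h control the DEG with the largest rise and that with the largest fall among genes with at least 10 CPM in the higher group and the same direction in both animals, the genes of Figs. 5 to 7 as a tally per panel, and the members of marker lists. Genes outside this rule are named where a count of 5 or fewer is given, and the text says so. The gene symbols of Figs. 5 to 7 were read from the figures for these tallies only. The tallies count 1 gene that is not reported here. The marker lists cover keratinocytes, fibroblasts, adipocytes, skeletal muscle, smooth muscle, endothelium, neutrophils, macrophages and erythrocytes, and were tested with limma's fry and, as alternatives, with camera at its preset correlation of 0.01 or with an estimated one. The lists of hair shaft, follicle matrix, melanocyte, clock and HOX genes were written after the files had been looked at.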

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

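The tests of follicle matrix genes and of melanocyte genes were set before their values were seen, and the tests of exchanged libraries, shared reads, position along the body, scaling and transcript loss were chosen only after the result was seen.

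Genes of the hair shaft and its inner root sheath, which the paper does not discuss, differed between libraries of one wound group. Over 14 such genes (KRT71, KRT25, KRT27, KRT31, KRT74, KRT85, KRT75, KRT35, KRT82, KRT32, VSIG8, KRTAP11-1, PRR9 and S100A3), the sum per library was 5405 CPM at 0 h, 772 CPM in the 8-h control and 143 CPM in the NPWT-treated wound of animal 1. In animal 2, the sums were 1.55, 3.60 and 4506 CPM in the same order. The NPWT library of animal 2 thus lay 1253-fold above the higher of its control libraries, whereas in animal 1 the 0-h library was 37.8-fold above the NPWT library. These sums are scaled by the total counts. In TMM-normalized CPM, KRT71, the most abundant of the list in both of the high libraries, was at 1400, 305 and 64.0 CPM in animal 1 and at 0.0563, 0.0793 and 1442 CPM in animal 2. Because the animals moved in opposite directions, neither time nor NPWT accounts for the pattern by a common effect, and the difference between the animals was not tested.

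An exchange of the NPWT libraries between the animals would turn over the genes that tell the animals apart. The test was run at first on genes at least 4-fold apart between the animals in both control wounds, and 9 of 74 (12.2%) kept their side in the NPWT libraries. Of these genes, 70 were higher in animal 1 in the control wounds, as the hair shaft genes are, 21 of the 70 were named keratin or follicle genes and 37 had no symbol, and whether the genes without a symbol belong to the hair was not tested. A second test, chosen after the first had come out the other way, took the genes at least 2-fold higher in animal 2 in both control wounds, and 46 of 46 (100%) kept their side. At 4-fold, 4 of 4 did. Of the genes at least 2-fold higher in animal 1 in both control wounds, 43 of 137 kept their side, and these hold the hair shaft genes. Where the 0-h or the 8-h control libraries were read instead, 63 of 73 and 35 of 38 genes higher in animal 2 kept their side. The second test argues against the exchange, while an exchange with another piece of the same animal was not tested. Reads shared between near-identical keratin genes would move counts within the list and leave its sum alike, which the 1253-fold difference in the sum argues against.

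What stays open is the amount of growing hair follicle in each piece of tissue. If it differed, genes of the follicle matrix may be expected to be higher in the same libraries, and 9 of 12 (75.0%) were higher both in the NPWT library of animal 2 than in the mean of its controls on the log2 scale and in the 0-h library of animal 1 than in its NPWT library. GATA3, DSC2 and LGR5 were not. TGM3 was above the mean but below the 8-h control of animal 2 (416 against 554 CPM), so that 8 of 12 were above each control. HOXC13, which was, is also among the HOX genes below. LGR5 was also the 1 gene of that list past the threshold. Its log2 fold change was -2.80 in 8-h control relative to 0-h baseline control wounds (adjusted p = 0.00402 from edgeR's quasi-likelihood test). This call was lost, with every other call in 8-h control wounds, when either 8-h control library was left out. Of 7 melanocyte genes, 5 (71.4%) followed the same pattern, and 4 of 7 when each control was taken, where KIT fell out (12.4 CPM against 16.1 CPM in the 8-h control). Pieces with different numbers of growing follicles could give this picture, but with 1 library per wound and animal and with these genes being normal constituents of skin, the lists cannot decide it. No biological explanation from the design was tested.

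HOX genes of the posterior paralogue groups, 9 to 13, were lower at 8 h than at 0 h, which the paper does not report. In 8-h control relative to 0-h baseline control wounds, the median log2 fold change was -1.46 over 12 posterior genes and -0.32 over the 18 other HOX genes, and the means were -2.52 and -0.33. The difference of the means was -2.19 (permutation test with 100000 permutations of the genes, two-sided, p = 0.00402), and genes are not independent replicates. Among the posterior genes 8 of 12 were lower, and HOXB9, HOXC9, HOXD9 and HOXD11 were not, while 16 of the 18 others were lower. The means rest in part on HOXA10 and HOXC11, which had 0 counts in a library and whose fitted values depend on the prior count, and the medians do not. The medians of the posterior genes were -1.03 in animal 1 and -0.73 in animal 2. With NPWT relative to the 0-h baseline control, the difference of the means was -1.87 (permutation test, p = 0.0159), where edgeR also called 3 of the other HOX genes, HOXA3, HOXA7 and HOXB7. These 3 were not called without the block, with crossed pairing or without either 8-h control library, nor HOXA3 and HOXA7 without the NPWT library of animal 1 and HOXA7 without that of animal 2. Between NPWT-treated and 8-h control wounds it was 0.32 (permutation test, p = 0.209). HOXC10 was at 8.09 and 10.4 CPM in the 0-h libraries of the animals and at 0.0331 and 0.0661 CPM in the 8-h control libraries. HOXA9 went from 38.8 and 34.1 CPM to 3.46 and 4.83 CPM, a log2 fold change of -3.13 (standard error 0.27, adjusted p = 0.00402 from edgeR's quasi-likelihood test). In 8-h control wounds, HOXA9, HOXC10 and HOXA11 were the 3 posterior genes past the threshold, and they are named for that reason. With NPWT relative to the 0-h baseline control, 4 posterior genes passed it. These were the same 3 and HOXA13 (log2 fold change -2.55, adjusted p = 0.0388 from edgeR's quasi-likelihood test). In 8-h control wounds, HOXA9, HOXC10 and HOXA11 lost their call, as did every other DEG, when either 8-h control library was left out. HOXA11 also lost it without the block. For the comparison with NPWT, the calls of the posterior genes in those fits are not reported here.

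DESeq2's size factors changed the median of the posterior genes from -1.46 to -1.47 only, so that they could not have removed the fall whatever its cause. One factor per library moves posterior and other genes alike, whereas their means were -2.52 and -0.33. A scaling error is therefore argued against for the difference of -2.19. It stays open only for a shift that posterior and other HOX genes share. Fig. 1 of the paper draws the 0-h column nearest the tail and the 8-h column nearest the head, and skin keeps HOX expression that follows the place along the body. A difference in place may therefore give lower posterior HOX genes. The difference of -2.19 between posterior and other HOX genes is the pattern itself, seen before the explanation was found, so that it neither excludes the place as the cause nor speaks for it, and the place stays open. Loss of transcripts after wounding stays open as well. For HOXC10 it would need a half-life of at most 1.10 h, and no value here excludes one. In this design, time and column coincide in both animals, so that these explanations cannot be told apart, and the same holds for any gene whose level follows the body axis.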

How the results depend on the processing

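Halved counts, the crossed pairing and DESeq2 on 4 libraries with at least 1 CPM in every library were chosen only after seeing the data, and the other alternatives were set before the data were examined.

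The number of DEGs in 8-h control wounds (527) was 541 under DESeq2's size factors, 638 with at least 1 CPM in every library, 527 with a fold change of at least 1.5 and 559 with halved counts. With NPWT (790), the same alternatives gave 803, 864, 790 and 799. Between NPWT-treated and 8-h control wounds, edgeR called 0 genes as reported and under each of these alternatives, with between 432 and 484 genes at an unadjusted p under 0.05, while DESeq2 called 32 on the same libraries and 133 on 4.

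With DESeq2 on the same libraries, 1356 genes were called in 8-h control wounds (526 of the 527 among them), 1704 with NPWT (789 of the 790) and 32 between the 8-h groups. The share of NPWT calls not shared with 8-h control wounds fell from 47.2% to 38.8%, and 2 genes of Fig. 5B had an unadjusted p under 0.05. DESeq2 on 4 libraries as matched pairs called 799 genes in 8-h control wounds (484 of the 527), 1006 with NPWT (742 of the 790) and 133 between the 8-h groups. It gave 42.9% of NPWT calls and 28.2% of control calls as unshared, 8 genes of Fig. 5A and 2 of Fig. 5B. Over the 12534 genes with at least 1 CPM in every library, it called 721 genes in 8-h control wounds (445 of the 527), 887 with NPWT (649 of the 790) and 121 between the 8-h groups, gave 40.5% of NPWT calls and 26.8% of control calls as unshared, and left 1 gene of Fig. 7B. The cause was not tested.

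Requiring 1 CPM in every library left 12534 genes, lowered the unshared NPWT calls to 43.1% and left 0 genes of Fig. 7B, since fewer genes were then tested. Testing every gene with at least 1 count, 23644 in all, raised the calls to 883 in 8-h control wounds and to 1154 with NPWT, called 3 genes between the 8-h groups, lowered the unshared NPWT calls to 41.9% and left 0 genes of Fig. 5B. The cause was not tested.

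Without the replicate block, 23 genes were called in 8-h control wounds, all among the 527, and 97 with NPWT, 95 of them among the 790. Unshared calls were 76.3% with NPWT and 0% in 8-h control wounds, and 2 genes of Fig. 5B had an unadjusted p under 0.05. The differences between the animals then count as error, which follows from the construction. Between NPWT-treated and 8-h control wounds, 0 genes were called by edgeR with or without the paired design, with 252 at an unadjusted p under 0.05 without it. Of the called genes named in the text, PDGFA, MMP8, FGF2, GDF10, IL1R1, CCR1, CSF1, CXCL12, CCN2, WNT5B, ACTA2, HOXA11, ARNTL and COMP lost their call in 8-h control wounds without the block, as did ZIC4, HOXA3, HOXA7 and HOXB7 with NPWT. The posterior HOX genes with NPWT were not followed singly, where edgeR called 7 HOX genes with the block and 3 without it. Under DESeq2's size factors, edgeR did not call GDF10 (adjusted p = 0.0514). With crossed pairing of the NPWT libraries, 66 genes were called with NPWT (62 of the 790), 0 between the 8-h groups by edgeR (260 at an unadjusted p under 0.05), and 2 genes of Fig. 5B had an unadjusted p under 0.05.

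With each library of a comparison left out in turn, the calls ranged from 0 to 1408 in 8-h control wounds, from 450 to 1823 with NPWT, and from 0 to 116 between the 8-h groups. In 8-h control wounds, edgeR called 0 genes without the 8-h control library of animal 1 or that of animal 2 (1390 and 1491 at an unadjusted p under 0.05; DESeq2 was not run on these), whereas 1408 and 1388 were called without the 0-h library of animal 1 or animal 2. With NPWT, 1502 and 1823 genes were called without the 0-h libraries, and 553 and 450 without the NPWT libraries, in the same order of animals. A library outside the comparison moved the calls too, since it enters the shared spread. Without the 8-h control library of animal 1 or animal 2, 9 and 6 genes were called with NPWT (7 and 5 of the 790), without the NPWT libraries 882 and 830 in 8-h control wounds, and without the 0-h libraries 34 and 55 between the 8-h groups. Between the 8-h groups, 116 genes were called without the NPWT library of animal 1, 107 of them higher, and 59 without that of animal 2, 52 of them lower. Unshared calls ranged from 22.4% to 100% with NPWT and from 17.1% to 60.7% in 8-h control wounds, the latter with no value without either 8-h control library. NPWT calls were all unshared (100%) without an 8-h control library, and 22.4% were unshared without the NPWT library of animal 1. In that fit, 375 of the 429 shared calls had the same direction. Control calls were unshared in 51.4% without the NPWT library of animal 1 and in 60.7% without that of animal 2. Genes with an unadjusted p under 0.05 ranged from 4 to 9 in Fig. 5A, 0 to 5 in Fig. 5B, 9 to 16 in Fig. 6A, 0 to 2 in Fig. 6B, 6 to 14 in Fig. 7A and 1 to 2 in Fig. 7B. A fit with 1 library left in a group assumes that it varies like the other groups, and beyond the smaller number of libraries the cause was not tested. Where an NPWT library was left out, the calls with NPWT rest on the other one. The 2 differed in the sum over the hair shaft genes (143 CPM in animal 1, 4506 CPM in animal 2).

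For the marker lists, fry called 0 of 27 tests at an FDR of 0.05 (smallest unadjusted p 0.0144, from limma's rotation test), and so did camera with an estimated correlation. Camera with its preset correlation called 5 lists in 8-h control wounds, 5 with NPWT and 4 between the 8-h groups. The cause was not tested.

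Over the 45 values of named genes, 6 of them called, the alternatives gave 538 values. Of these, 482 kept their side of the threshold, 35 of them with another sign and called in neither fit, 19 lost a call and 37 gained one, and 0 called values reversed. Of the 19 losses, 12 came with a library left out, 6 without each of the 8-h control libraries, and 4 without the block. Of the 37 gains, 13 came with a library left out (8 without the 0-h library of animal 2, 4 without that of animal 1 and 1 without the NPWT library of animal 1), 8 from DESeq2 on the same libraries, 7 from DESeq2 on 4 libraries and 3 from DESeq2 on 4 libraries with at least 1 CPM in every library.

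Several alternatives were not run, because they need the libraries of separated layers, which were not used here. They are edgeR on all 24 libraries, the comparisons of a layer with the same layer and with the “Full/Bulk” wound, the tests of a difference between layers on 24 or 12 libraries, and the makeup of the “Full/Bulk” libraries from the layers. The minimum of 1 CPM left out IL7 and NOS1, which stayed under it in every library. Depth limits IL17A, which had 0 counts.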

Differences from the paper's values

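The tally of the panels of Figs. 5 to 7 by order of their bars and DESeq2 on 4 libraries with at least 1 CPM in every library were chosen only after the values were seen, and the other comparisons use the alternatives set before the data were examined.

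The paper reports 285 DEGs in “Full/Bulk” 8-h control wounds, and 527 were called here. Every alternative set before the data were examined differs from 285 as well, with 1356 and 799 for DESeq2, 541 under DESeq2's size factors, 638 and 883 with other filters, 23 without the block, 527 with a fold change of at least 1.5, and 1408, 0, 1388 and 0 with a library left out. For NPWT-treated wounds, the paper's 558 DEGs and the 790 called here lie within 1.5 times of each other, as do 803 under DESeq2's size factors, 790 with a fold change of at least 1.5, and 553 and 450 without an NPWT library. The other alternatives differ from 558, with 1704 and 1006 for DESeq2, 864 and 1154 with other filters, 97 without the block, and 1502 and 1823 without a 0-h library. DESeq2 on 4 libraries with at least 1 CPM in every library, chosen after seeing the values, called 721 and 887 genes, which also differ from 285 and 558.

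About 220 genes are called in both comparisons in Fig. 2B of the paper, read by eye, and 417 were called in both here. Only the fit without the NPWT library of animal 2, with 326 genes, lies within 1.5 times of that number, and the other alternatives do not.

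In Fig. 5B, the paper counts 3 of the listed inflammatory genes as altered by NPWT in “Full/Bulk” wounds, and 1 had an unadjusted p under 0.05 here, CSF3. DESeq2 on the same libraries (2), DESeq2 on 4 libraries (2), the fit without the block (2) and that without the NPWT library of animal 2 (3) come within 1.5 times, and the other alternatives do not. In Fig. 6B, the paper counts 0 of the listed angiogenic genes, and 1 had an unadjusted p under 0.05 here, INHBA. The fits without the 8-h control library of animal 1 or the NPWT library of animal 2 also give 0, and the other alternatives do not. In Fig. 7B, the paper counts 0 of the listed matrix genes, and 2 had an unadjusted p under 0.05 here, COL2A1 and MMP7. Only the filter of at least 1 CPM in every library also gives 0, and it removes COL2A1 and MMP7 untested, since both lay under 1 CPM with NPWT. At an FDR of 0.05, edgeR called 0 genes of each of the 3 panels, as did DESeq2 on 4 libraries in Fig. 6B and Fig. 7B.

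The paper gives between 33.6 and 57.9 M reads per sample over all samples. The lowest total count of the 6 “Full/Bulk” libraries was 63.5 M and the highest 83.7 M, and no alternative set before the data were examined changes these totals. Totals divided by 2, a value chosen after seeing the counts, range from 31731553 to 41826736. The paper also gives a lower range for mapped reads per sample, and the undivided totals lie above that range too. Of the halved totals, the lowest is below both ranges and the highest lies inside both.

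The paper names PDGFA among the angiogenic genes without a significant change in “Full/Bulk” 8-h control wounds, and TIMP1 and MMP8 among such matrix genes. Here PDGFA (log2 fold change -0.75), TIMP1 (2.88) and MMP8 (3.29) were called by edgeR. PDGFA was not called by DESeq2 on 4 libraries with either filter, MMP8 and PDGFA not without the block, and none of the 3 without either 8-h control library. Leaving out either 8-h control library removed every call in 8-h control wounds. INHBB, ANGPT2, IL6, MMP3, COL1A1, COL3A1 and TIMP4, named by the paper in the same way, were not called by edgeR. By the unadjusted p of edgeR's quasi-likelihood test, INHBB (0.00205), TIMP4 (0.00380), ANGPT2 (0.00779) and MMP3 (0.00801) were under 0.05. IL6 (0.102), COL1A1 (0.0795) and COL3A1 (0.112) were not. Some alternatives did call genes of this group at an FDR of 0.05. DESeq2 on the same libraries called INHBB, ANGPT2, MMP3 and TIMP4, DESeq2 on 4 libraries called INHBB, IL6 and MMP3 over all genes tested and INHBB with at least 1 CPM in every library, and edgeR called INHBB under both other filters and TIMP4 without a filter. Without the 0-h library of animal 1, INHBB, MMP3 and TIMP4 were called, and without that of animal 2, INHBB, MMP3, COL1A1 and COL3A1 were. FGF2, which the paper lists among angiogenic markers that appear not to be significantly expressed acutely, was called here (log2 fold change 1.12). FGF2 was not called without the block or without either 8-h control library. VEGFA, listed beside it, was not called, and NOS1 was left out by the minimum of 1 CPM.

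Over the 6 panels of Figs. 5 to 7, the column for “Full/Bulk” wounds holds 115 bars, 34 of them colored as changed. When each bar is taken for the gene named on its line, 27 of the genes with colored bars could be tested here, of which 18 had the direction drawn and 1 had an unadjusted p under 0.05 (TIMP4, singled out after its value was seen), while 31 of 76 genes with grey bars had an unadjusted p under 0.05. When the names of a panel are read in the opposite order, so that the top name goes with the bottom bar, 29 genes with colored bars could be tested, of which 29 had the direction drawn and 23 had an unadjusted p under 0.05, and 9 of 74 genes with grey bars had one. Across the genes of a panel, Spearman's rho between the place of the name from the top and the unadjusted p was 0.83, 0.59, 0.91, 0.85, 0.86 and 0.92 in Figs. 5A, 5B, 6A, 6B, 7A and 7B.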

Other observations

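The tests of clock genes, of ZIC1, ZIC4 and COMP, and of even counts were chosen only after the result was seen, and the marker lists were set at the start.

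The marker lists of 9 cell types were tested in 3 comparisons, 27 tests in all, with limma's fry on “Full/Bulk” wounds. No list passed an FDR of 0.05 by fry, at which the smallest unadjusted p was 0.0144 (FDR 0.346), for smooth muscle in 8-h control wounds. In 8-h control relative to 0-h baseline control wounds, the median log2 fold changes were -0.37 for adipocytes, -0.03 for endothelium, -2.45 for erythrocytes, 0.59 for fibroblasts, -0.07 for keratinocytes, 0.43 for macrophages, 1.75 for neutrophils, 0.28 for skeletal muscle and -0.82 for smooth muscle. With NPWT relative to the 0-h baseline control, they were -0.33, 0.03, -1.74, 0.56, -0.55, 0.39, 1.12, 0.56 and -0.17 in the same order. Between NPWT-treated and 8-h control wounds, they were 0.09, 0.16, 0.71, -0.05, -0.39, -0.06, -0.23, 0.12 and 0.79. Some lists rest on few genes, with 3 for erythrocytes, 4 for neutrophils and 4 of 15 for skeletal muscle.

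Camera with its preset correlation called erythrocytes, fibroblasts, macrophages, neutrophils and smooth muscle in 8-h control wounds. With NPWT it called keratinocytes in place of smooth muscle, and between the 8-h groups endothelium, erythrocytes, keratinocytes and smooth muscle. None of these calls held under fry or under an estimated correlation. Among single genes of the lists in 8-h control wounds, edgeR called 1 adipocyte, 1 fibroblast, 2 macrophage, 1 neutrophil and 2 smooth muscle genes over all genes tested. Adjusted over the list alone, the counts were 2, 1, 2, 3 and 3, with 1 endothelial and 3 erythrocyte genes besides and none for keratinocytes and skeletal muscle. With NPWT relative to the 0-h baseline control, 1 adipocyte, 1 endothelial, 1 fibroblast, 2 macrophage and 2 neutrophil genes were called over all genes. Adjusted over the list alone, these counts were 1, 2, 1, 3 and 2, with 2 erythrocyte and 2 keratinocyte genes besides. Between the 8-h groups, 3 smooth muscle genes were called when adjusted over the list alone and 0 over all genes by edgeR, where DESeq2 on 4 libraries called 133 genes in all.

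Genes of the circadian clock changed between 0 h and 8 h. Of 12 clock genes, edgeR called 8 in 8-h control and 9 in NPWT-treated wounds relative to the 0-h baseline control. DBP fell by 2.14 (adjusted p = 0.00402 from edgeR's quasi-likelihood test) and TEF by 1.67 (adjusted p = 0.00402 from edgeR) on the log2 scale, while ARNTL rose by 1.26 (adjusted p = 0.0155 from edgeR). All of these calls were lost when either 8-h control library was left out, as was every other call in 8-h control wounds. Without the block, edgeR called 2 and 3 of the 12 genes, with crossed pairing it called 3 with NPWT, and DESeq2 on the same libraries called 9 and 10. All 12 genes changed in the same direction in both 8-h groups and both animals. The time of day at collection may account for this, since wounds collected 8 h apart were collected at different times of day. In this design, time of day and time after wounding coincide, so that the explanations cannot be told apart, and anesthesia was not examined.

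ZIC1, ZIC4 and COMP were lower with NPWT, and they are named after their values were seen. Relative to the 0-h baseline control, their log2 fold changes with NPWT were -3.38 (adjusted p = 0.0154), -3.16 (adjusted p = 0.00860) and -5.72 (adjusted p = 0.000502, all from edgeR's quasi-likelihood test). These 3 calls were lost when either 8-h control library was left out, that of ZIC1 also without the 0-h library of animal 1, and that of ZIC4 without the block and with crossed pairing. Between NPWT-treated and 8-h control wounds, they were -2.57, -2.48 and -3.62, and none passed the threshold in edgeR, whereas DESeq2 called all 3 on the same libraries and on 4 libraries. In edgeR, COMP was called without either NPWT library, without either 0-h library and with no filter beyond 1 count, ZIC1 without either NPWT library, and ZIC4 without the NPWT library of animal 1 and without either 0-h library. A candidate explanation is the place of the wound between back and belly, since the foam wounds lie in another row of the array than the control wounds. Between control wounds of the same row, 8-h control and 0-h baseline control, the median of the 3 genes was -0.81. COMP also differed within the row, at -2.10 (adjusted p = 0.0124 from edgeR's quasi-likelihood test), while ZIC1 at -0.81 (adjusted p = 0.314 from edgeR) and ZIC4 at -0.68 (adjusted p = 0.405 from edgeR) were not past the threshold there. COMP was not called within the row without the block or without either 8-h control library, and ZIC1 was called by DESeq2 on 4 libraries (adjusted p = 0.0481) and by edgeR without either NPWT library. The row, the side of the animal, the foam and the vacuum coincide in this design and cannot be told apart.

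Low counts were even more often than odd. Among counts of 1 to 20, between 74.2% and 78.6% were even, depending on the library, against 50% for counts without such a pattern. The share was 60.4% to 63.2% for counts of 21 to 100, 52.9% to 54.0% for 101 to 1000 and 49.6% to 50.9% above 1000. Counting both reads of a pair is a candidate explanation, but the lowest share of 74.2% is the pattern itself and does not speak for it, so that it stays open. With halved counts, 559 genes were called in 8-h control and 799 in NPWT-treated wounds relative to the 0-h baseline control. No biological explanation was tested for this pattern.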
